# Diverse motif ensembles specify non-redundant DNA binding activities of AP-1 family members in macrophages

**DOI:** 10.1038/s41467-018-08236-0

**Published:** 2019-01-24

**Authors:** Gregory J. Fonseca, Jenhan Tao, Emma M. Westin, Sascha H. Duttke, Nathanael J. Spann, Tobias Strid, Zeyang Shen, Joshua D. Stender, Mashito Sakai, Verena M. Link, Christopher Benner, Christopher K. Glass

## Abstract

Mechanisms by which members of the AP-1 family of transcription factors play non-redundant biological roles despite recognizing the same DNA sequence remain poorly understood. To address this question, here we investigate the molecular functions and genome-wide DNA binding patterns of AP-1 family members in primary and immortalized mouse macrophages. ChIP-sequencing shows overlapping and distinct binding profiles for each factor that were remodeled following TLR4 ligation. Development of a machine learning approach that jointly weighs hundreds of DNA recognition elements yields dozens of motifs predicted to drive factor-specific binding profiles. Machine learning-based predictions are confirmed by analysis of the effects of mutations in genetically diverse mice and by loss of function experiments. These findings provide evidence that non-redundant genomic locations of different AP-1 family members in macrophages largely result from collaborative interactions with diverse, locus-specific ensembles of transcription factors and suggest a general mechanism for encoding functional specificities of their common recognition motif.

## Abstract (web summary)

Transcription factors of the AP-1 family can play diverse roles despite recognizing the same DNA sequence. Here the authors investigate the DNA binding activities of AP-1 members in mouse macrophages and apply a machine learning approach to identify motifs predicted to drive factor-specific binding profiles.

## Introduction

Gene expression is controlled by sequence-specific transcription factors (TFs) which bind to promoters and distal enhancer elements^1–3^. Genome wide studies of regulatory regions in diverse cell types suggest the existence of hundreds to thousands of enhancer sites within mammalian genomes. Each cell type selects a unique combination of ~20,000 such sites that play essential roles in determining that cell's identity and functional potential^4–7^. Selection and activation of cell-specific enhancers and promoters are achieved through combinatorial actions of the available sequence-specific TFs^8–14^.

TFs are organized into families according to conserved protein domains including their DNA binding domains (DBD)^15^. Each family may contain dozens of members which bind to similar or identical DNA sequences^16,17^. An example is provided by the AP-1 family, which is composed of 15 monomers subdivided into five subfamilies based on amino acid sequence similarity: Jun (Jun, JunB, JunD), Fos (Fos, FosL1, FosL2, FosB), BATF (BATF, BATF2, BATF3), ATF (ATF2, ATF3, ATF4, ATF7), and Jdp2^18–22^. AP-1 binds DNA as an obligate dimer through a conserved bZIP domain. All possible dimer combinations can form with the exception of dimers within the Fos subfamily^23^. The DBD of each monomer of the AP-1 dimer recognizes half of a palindromic DNA motif separated by one or two bases (TCASTGA and TCASSTGA)^16,17,24–26^. Previous work has shown that dimers formed from Jun and Fos subfamily members bind the same motif^16^. Given a conserved DBD, and the ability to form heterodimers, it naturally follows that different AP-1 dimers share regulatory activities. However, co-expressed family members can play distinct roles^20,27–30^. For example, Jun and Fos are co-expressed during hematopoiesis, but knockout of Jun results in an increase in hematopoiesis whereas knockout of Fos has the opposite effect^20,28–30^. The basis for non-redundant activities of different AP-1 dimers and heterodimers remains poorly understood.

Specific AP-1 factors have been shown to form ternary complexes with other TFs such as IRF, NFAT, and Ets proteins, resulting in binding to composite recognition elements with fixed spacing^31–33^. However, recent studies examining the effects of natural genetic variation suggested that perturbations in the DNA binding of Jun in bone marrow-derived macrophages are associated with mutations in the motifs of dozens of TFs that occurred with variable spacing^34^. These observations raise the general question of whether local ensembles of TFs could be determinants of differential binding and function of specific AP-1 family members. To explore this possibility, we examined the genome-wide functions and DNA binding patterns of co-expressed AP-1 family members in resting and activated mouse macrophages. In parallel, we developed a machine learning model, called a transcription factor binding analysis (TBA), that integrates the affinities of hundreds of TF motifs and learns to recognize motifs associated with the binding of each AP-1 monomer genome-wide. By interrogating our model, we identified DNA binding motifs of candidate collaborating TFs that influence specific binding patterns for each AP-1 monomer that could not be identified with conventional motif analysis. We confirmed these predictions functionally by leveraging the natural genetic variation between C57BL/6J and BALB/cJ mice, and observing the effects of single nucleotide polymorphisms (SNPs) and short insertions or deletions (InDels) on AP-1 binding. Finally, we confirm the models prediction of PPARγ binding being specifically associated with the selection of a single family member, Jun, using PPARγ-deficient macrophages.

## Results

### AP-1 members have distinct functions in macrophages

AP-1 family members are ubiquitously expressed with each cell type selecting a subset of family members (monomers), which make up the AP-1 dimer. Each family member shares a conserved DNA binding and dimerization domain but are dissimilar outside of the basic leucine zipper (bZIP domain, Fig. 1a). For this study, we will focus on thioglycollate elicited macrophages (TGEMs). TGEMs, which are a classical primary macrophage population, are produced by injection of thioglycolate into the peritoneal space. Macrophages are then recruited to the peritoneum and can be easily isolated by flushing the peritoneal cavity 3 days after treatment. RNA-seq performed on TGEMs revealed ATF3, Jun, and JunD as the most expressed AP-1 family members under basal conditions (Veh), (Fig. 1a, Supplementary Fig. 1A). Following activation of TGEMs with Kdo2 lipid A (KLA), a specific agonist of TLR4^35^, there is a marked increase in Fos, Jun, and JunB expression, consistent with AP-1 family members having context-specific roles (Fig. 1a).

**Fig. 1:**
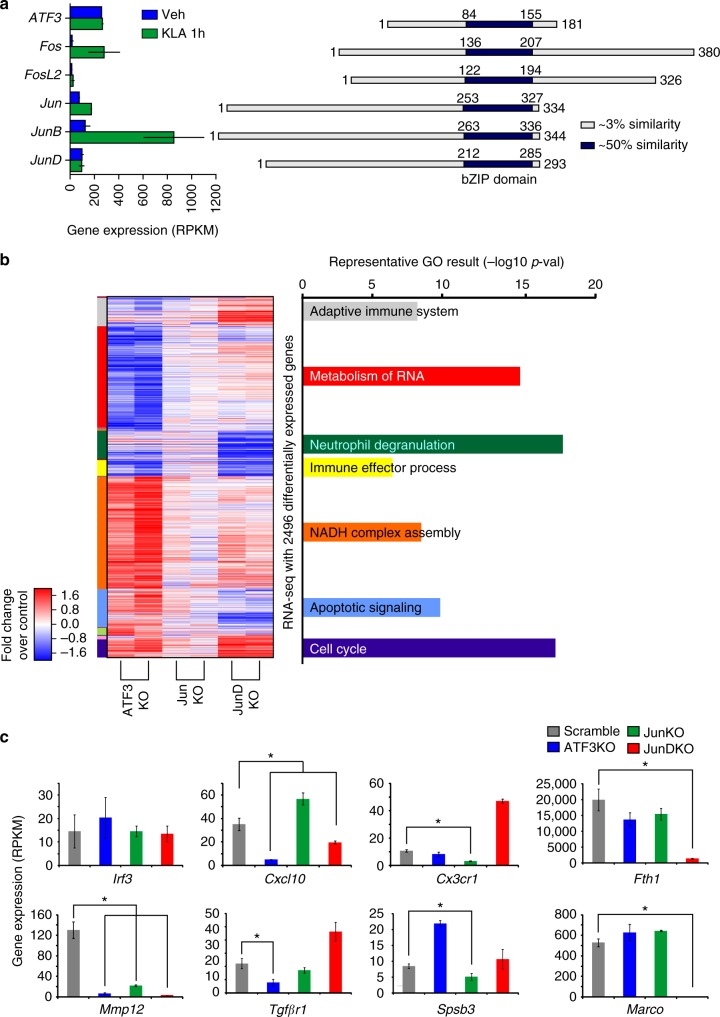
AP-1 proteins have overlapping and distinct transcriptional functions in macrophages. **a** Protein alignment of monomers (right) and mRNA expression of monomers in thioglycollate elicited macrophages before and after 1-h Kdo2 lipid A treatment (left). **b** Hierarchical clustering of genes that are differentially expressed in immortalized bone marrow-derived macrophages subjected to CRISPR-mediated knockdown of the indicated AP-1 monomer with respect to scramble control. Expression values are given as the fold change with respect to scramble; values are *Z*-score normalized across each row. Representative functional annotations for each gene cluster are calculated using Metascape and the enrichment of each term is quantified as the negative log transform of the *p*-value. **c** Expression of a subset of genes in AP-1 protein knockouts. n=2. End points of the error bars indicate the value from each replicate. * indicates False discovery rate (FDR) < 0.05

To examine the regulatory function of individual family members, knockout cell lines for ATF3, Jun, and JunD were produced using CRISPR/Cas9-mediated mutagenesis in immortalized bone marrow-derived macrophages (iBMDMs). Knockout efficiency was confirmed by western blotting (Supplementary Fig. 1B). RNA-seq analysis identified 2496 genes differentially expressed when comparing the knockout to control cells (false discovery rate (FDR) < 0.05, fold change > 2, Reads Per Kilobase of transcript per Million mapped reads (RPKM) ≥ 16; Fig. 1b, Supplementary Fig. 1C). Clustering of differentially expressed genes revealed distinct clusters that were affected in individual knockout cell lines, demonstrating that each family member can have distinct as well as redundant activity within a single cell type and corroborating previous studies^20,27–30^. The Jun knockout had a more modest effect on gene expression than the ATF3 and JunD knockout (125, 651, and 1564 differentially expressed genes respectively), suggesting that Jun may have more redundant activity (Fig. 1b and Supplementary Fig. 1C). Each of the gene clusters was enriched for Gene Ontology terms for differing biological functions, including cell cycle, immune effector process, and NADPH complex assembly (Fig. 1b). Examples of affected genes are shown in Fig. 1c. *Mmp12* is affected by knockdown of all three factors, whereas *Marco* and *Fth1* exhibit minimal changes in expression in ATF3 and Jun KO, but decreased expression in the JunD KO iBMDMs.

### AP-1 members target distinct in addition to overlapping loci

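TGEMs are macrophages that enter the mouse peritoneum after an injection of thioglycollate, and KLA is a lipid that activates them through TLR4. In ChIP-seq, an antibody pulls down the DNA bound by a protein, and the sequenced fragments pile up into peaks at its binding sites. Peak lists were available for ATF3, Jun, JunD, Fos, FosL2 and JunB in C57BL/6J TGEMs treated with Veh or with 100 ng/mL KLA for 1 h, which makes 12 lists. The authors mapped the reads to mm10, called peaks against the input of the same treatment with HOMER, and removed peaks with an IDR of 0.05 or more. The IDR compares the ranks of the peaks between replicate experiments, so each condition has 1 list for all of its replicates. No test between replicates could be run on these lists (no replicates). Each peak comes with a count, a whole number that is not normalized to library size, and with a scaled IDR score between 540 and 1000. Counts were therefore used to rank peaks within a list, and were compared between lists only in an alternative with a common threshold. The counts of a list summed to between 9196 and 10395306, with a median of 599688 over the 12 lists, and the median count per peak lay between 19 and 277. The library totals in the paper's Source Data, which cover 18 libraries, range from 4800323 to 72488269 tags with a median of 15988632. Median peak widths were 223 to 262 bp. Peaks of different lists that overlapped by at least 1 bp were merged into loci, and motifs were counted in the central 200 bp of each peak or locus on the GRCm38 sequence. Intervals for percentages are 95% Wilson intervals over peaks. Peaks are the unit of each test here and do not stand for replicate animals.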

Given the distinct roles of individual family members in regulating macrophage transcription, we used chromatin immunoprecipitation followed by deep sequencing (ChIP-seq) to map the binding of each family member in resting TGEMs treated with vehicle (Veh) or KLA for 1 h (activated TGEMs). Not surprisingly, these experiments detected a substantial number of binding sites (*n* > 10,000, irreproducible discovery rate (IDR) < 0.05) for family members with the highest mRNA expression (Supplementary Fig. 1A, Supplementary Fig. 2A). 

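The Veh lists held 23160 peaks for ATF3, 19653 for JunD and 15548 for Jun (no replicates). After KLA, the lists held 36745 peaks for ATF3, 31640 for JunD, 24365 for Fos, 17480 for Jun, 13375 for JunB and 10619 for FosL2. The remaining Veh lists were shorter, with 5329 peaks for FosL2, 1804 for Fos and 463 for JunB. A common threshold on the count cut the lists unevenly. With only peaks at or above the pooled median count of 54 kept, the Jun Veh list fell to 1295 peaks and the ATF3 Veh list to 12337. The paper relates the large numbers of sites to the monomers with the highest mRNA expression.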

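The ratio of KLA to Veh peaks was 1.59 for ATF3, 1.12 for Jun and 1.61 for JunD (no replicates). It was 1.99 for FosL2, 13.5 for Fos and 28.9 for JunB. The JunB Veh list held no scaled IDR score below 928, against 540 in KLA, so a stricter cut may add to its ratio. Of the Veh peaks of ATF3, 81.1% (95% CI 80.6 to 81.6, n = 23160 peaks) overlapped an ATF3 peak in KLA, compared with 77.8% (77.2 to 78.4, n = 19653) for JunD and 57.7% (57.0 to 58.5, n = 15548) for Jun. For FosL2, 49.2% (47.9 to 50.6) of the 5329 Veh peaks overlapped a KLA peak of the same monomer. When overlap was replaced by peak centres within 100 bp, a rule added after the data were seen, this share was 44.9%. From the lists of the 2 treatments, the paper reasons that ATF3, Jun and JunD bind in both states, whereas the other monomers bind mainly after activation.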

ATF3, Jun, and JunD binding sites were detected in both Veh and KLA treatment whereas Fos, Fosl2, and JunB bind predominantly after KLA treatment (Supplementary Fig. 2A). 

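The JunB list in Veh held 463 peaks against 13375 in KLA (no replicates). The median count per JunB peak in Veh was 19, and the highest was 38. Of these 463 peaks, 245 overlapped a JunB peak in KLA (52.9%, 95% CI 48.4 to 57.4) and 338 overlapped an ATF3, Jun or JunD peak in Veh (73%, 68.8 to 76.8). With peak centres within 100 bp as the overlap rule, chosen after the data were seen, 45.1% lay at a JunB peak in KLA. None of the 463 peaks reached the pooled median count of 54. The paper explains the difference between JunB mRNA and JunB binding by the absence of JunB protein from the nucleus in Veh.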

Despite high RNA expression in Veh treatment, JunB protein expression was not detected in the nucleus by western blot, explaining a lack of ChIP-seq signal (Supplementary Fig. 2B). Though ATF4 is highly expressed by RNA, we were unable to detect ATF4 by ChIP-seq using several conditions and several different antibodies. 

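Merging the ATF3, Jun and JunD lists in Veh with the KLA lists of all 6 monomers gave 48857 AP-1 loci. Of these, 12433 (25.4%, 95% CI 25.1 to 25.8) had a peak in only 1 of the 9 lists, and 3689 (7.6%, 7.3 to 7.8) had a peak in all 9. Loci with peaks in both Veh and KLA numbered 23644 (48.4%), those with peaks only in Veh 5744 (11.8%), and those with peaks only in KLA 19469 (39.8%). ATF3 was present at 76.1% of the KLA-only loci, JunD at 59.6%, Fos at 44.5%, Jun at 22.6%, JunB at 17.9% and FosL2 at 13.8%. Of the Fos peaks in KLA, 64.0% (63.4 to 64.6, n = 24365) lay at an ATF3, Jun or JunD peak of Veh, compared with 74.3% (73.4 to 75.1, n = 10619) for FosL2 and 73.6% (72.8 to 74.3, n = 13375) for JunB. Keeping only the strongest 50% of each list left 23648 loci, the largest change among the alternatives.

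**Figure D1:**
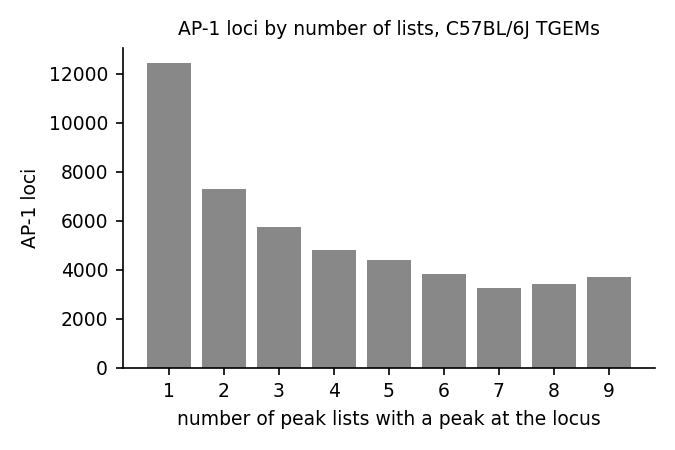
The number of AP-1 loci in C57BL/6J TGEMs (vertical axis) by the number of the 9 peak lists that have a peak there (horizontal axis). Loci in 1 list are the most frequent at 12433, and 3689 loci are in all 9 lists.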

Hierarchical clustering of all 50,664 AP-1 binding sites (Fig. 2a) found in either Veh or KLA treated TGEMs according to the relative binding strength of the family members (normalized to a maximum of 1 at each locus) yielded distinct subclusters that highlight the specific binding patterns of AP-1 family members as well as the reorganization of AP-1 cistromes in KLA treated macrophages (Fig. 2a). Representative regions that show distinct binding patterns of AP-1 family members are shown (Fig. 2b, Supplementary Fig. 2C).

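The loci named in Fig. 2b were Cxcl10, Fth1 and Spsb3, each searched from 5 kb before to 5 kb after the gene in GENCODE. Cxcl10 (ENSMUSG00000034855.13) lies on the minus strand of chromosome 5 from 92346638 to 92348889. At its transcription start site, ATF3 had a Veh peak from 92348852 to 92349116 with a count of 49, and JunD had 1 from 92348895 to 92349105 with a count of 38. Jun had no Veh peak at Cxcl10. After KLA, a Jun peak with a count of 62 lay from 92348942 to 92349145, and Fos, FosL2 and JunB peaks with counts of 113, 75 and 58 overlapped the same site. Fth1 (ENSMUSG00000024661.7) lies on the plus strand of chromosome 19 from 9980598 to 9985098. In Veh it had 3 ATF3 peaks and 5 JunD peaks, of which the strongest were the ATF3 peak from 9982420 to 9982629 with a count of 79 and the JunD peak from 9985975 to 9986270 with a count of 97. Jun again had no Veh peak there. Spsb3 (ENSMUSG00000024160.16) lies on the plus strand of chromosome 17 from 24886643 to 24892152. Jun had a Veh peak just upstream of the gene from 24886313 to 24886546 with a count of 40, which overlapped a JunD peak with a count of 45, while ATF3 had none in Veh. Counts are not normalized and do not compare between monomers (no replicates). The paper presents these regions as examples of distinct binding patterns.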

**Fig. 2:**
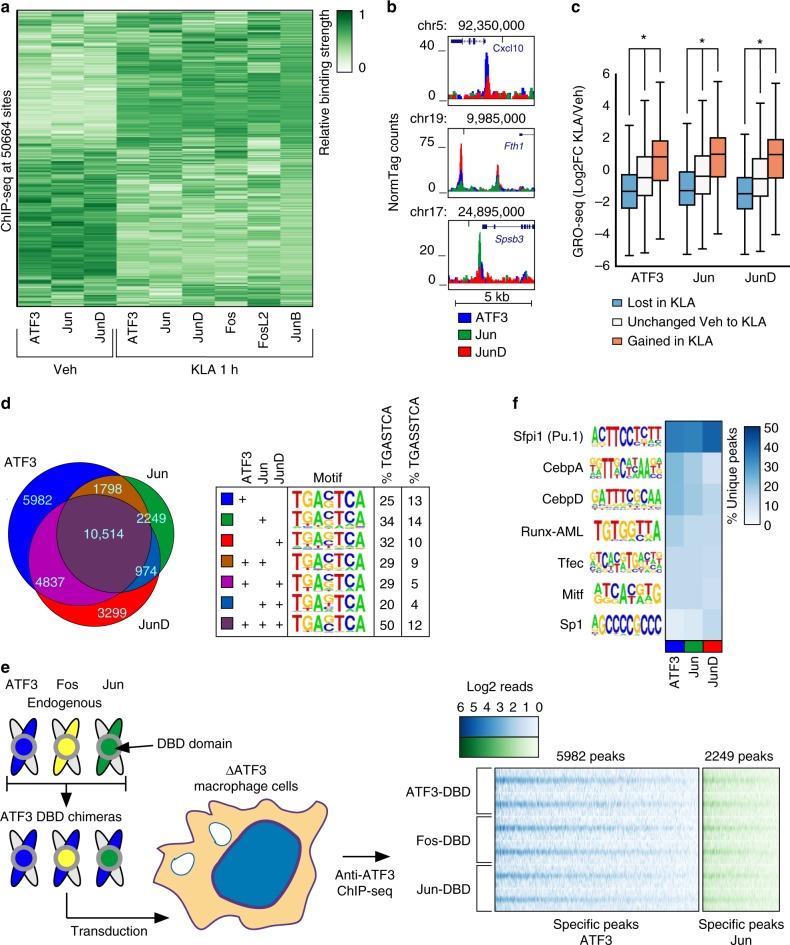
AP-1 monomers bind at unique loci that cannot be explained by differences in the DNA binding domain. **a** Hierarchical clustering of the relative strength of binding of each monomer at all AP-1 binding sites in Vehicle and 1-h Kdo2 lipid A (KLA) treatment conditions. **b** Representative browser shots of ChIP-seq peaks for Veh-specific monomers ATF3, Jun, and JunD. **c** Genome run-on sequencing at sites where ATF3, Jun, and JunD were lost, gained, or unchanged after 1 h KLA treatment. **d** Venn diagram of ATF3, Jun, and JunD peaks in Vehicle (left) and table indicating the de novo AP-1 motifs found in each subset of peaks and the percent of peaks in each subset that contain one of the two AP-1 motif variants (right). **e** Binding strength comparison of ATF3 chimeras. The ATF3 DNA binding domain (blue) is replaced by the DNA binding domains of Fos (yellow) or Jun (green) and then transduced into ATF3-deficient immortalized bone marrow-derived macrophage cells with a lentivirus vector (left). The binding of each chimera is shown as a heatmap of ChIP-seq tags centered on ATF3 chimera binding sites (replicates indicated in separate rows) that were found to be specific for ATF3 (blue) or Jun binding in thioglycollate elicited macrophages (green). **f** Heatmap showing the percent of unique binding sites for each monomer that contain a de novo motif calculated from each set of unique peaks. * indicates *p *< 0.01, for all comparisons between Lost in KLA, Unchanged Veh to KLA, and Gained in KLA for each AP-1 family member, independent T-test

The gain and loss of binding sites of ATF3, Jun, and JunD after KLA treatment provided an opportunity to correlate changes in their DNA occupancy with local changes in enhancer activity. 

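Between Veh and KLA, ATF3 lost 4369 loci, kept 18782 and gained 17946. Jun lost 6571 loci, kept 8970 and gained 8496. JunD lost 4362 loci, kept 15279 and gained 16342 (no replicates). The share of lost loci was 27.3% (95% CI 26.8 to 27.9, n = 24037) for Jun, against 10.6% (10.3 to 10.9, n = 41097) for ATF3 and 12.1% (11.8 to 12.5, n = 35983) for JunD. Because the KLA lists of ATF3 and JunD are longer than their Veh lists, the numbers depend on list length. With the strongest peaks of both lists kept in equal number, the lost shares were 31.3% for Jun, 25.2% for ATF3 and 28.3% for JunD, so most of the contrast between the monomers was gone. Restricting the comparison to loci outside genes and at least 3 kb from a TSS left 1037 lost, 5166 kept and 4851 gained loci for ATF3. The paper uses such groups of lost, kept and gained loci to ask whether occupancy and enhancer activity change together.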

Changes in the expression of enhancer-associated RNAs (eRNAs) are highly correlated with changes in enhancer function and nearby gene expression^11^. To detect eRNAs, we performed genome run-on sequencing (GRO-seq) in TGEMs, which provides a quantitative measure of nascent RNA^36^. We examined GRO-seq signal at ATF3, Jun, and JunD binding sites exhibiting gain, loss, or no change in binding after KLA treatment. In each case, AP-1 occupancy was associated with greater GRO-seq signal (Fig. 2c). These findings suggest that ATF3, Jun, and JunD primarily function as transcriptional activators.

### Member specific loci are associated with a shared DNA motif

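ATF3, Jun and JunD bound 29552 loci in Veh. All 3 monomers had a peak at 10558 of them (35.7%, 95% CI 35.2 to 36.3). Loci with a peak of 1 monomer only numbered 11370 (38.5%, 37.9 to 39.0), of which 5931 were ATF3 only, 3257 JunD only and 2182 Jun only. Exactly 2 monomers had a peak at 7624 loci (25.8%, 25.3 to 26.3): 4829 with ATF3 and JunD, 1809 with ATF3 and Jun, and 986 with Jun and JunD. Loci without all 3 monomers thus numbered 18994 (no replicates). With peak centres within 100 bp required instead of an overlap of 1 bp, 10233 loci had all 3 monomers and 12614 had 1. Cutting each list to its strongest 50% changed the numbers most, to 5909 and 5019. From the Venn diagram, the paper states that the sites not shared by all 3 monomers outnumber the shared ones.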

While 10,514 binding sites of ATF3, Jun, and JunD in the vehicle condition are shared by all three factors, a greater number of binding sites (11,530) are not (Fig. 2d). To ensure that the unique sites were not technical artifacts, we ranked the peaks of each family member according to the number of ChIP-seq tags detected and then calculated the percent of peaks that were unique after filtering away binding sites that fell below a given percentile threshold. We found that unique peaks were present even at higher thresholds, supporting our observation that AP-1 family members can bind to distinct loci (Supplementary Fig. 2D).

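With each list cut to its strongest 10% by count, 33.8% of ATF3 peaks (95% CI 31.9 to 35.8, n = 2316) had no overlapping Jun or JunD peak among the strongest 10% of those lists. The shares were 20.4% for JunD (18.7 to 22.2, n = 1966) and 14.5% for Jun (12.8 to 16.3, n = 1555). At the strongest 50% they were 25.2%, 14.3% and 8.9%, and over the whole lists 25.6%, 16.6% and 14.0% (no replicates). Unique peaks were weaker than peaks at loci with all 3 monomers. Their median count was 39 against 83 for ATF3, 16 against 31 for Jun and 35 against 66 for JunD. A peak can lose its partner when the partner's list is cut as well, so the strongest 10% of each monomer was also compared with the whole lists of the other monomers. In that comparison 32 ATF3 peaks (1.4%, 0.98 to 1.9), 2 Jun peaks (0.13%, 0.035 to 0.47) and 2 JunD peaks (0.10%, 0.028 to 0.37) remained unique, the largest shift among the alternatives. The strongest ATF3-only peak had a count of 220, lay on chromosome 11 from 113569594 to 113569815 and was nearest to Sstr2. For Jun only it had a count of 61 and lay on chromosome 14 from 47362068 to 47362269, nearest to Lgals3. For JunD only it had a count of 141 and lay on chromosome 11 from 89024176 to 89024426, nearest to Trim25. From the presence of unique peaks at high thresholds, the paper concludes that family members can bind distinct loci.

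**Figure D2:**
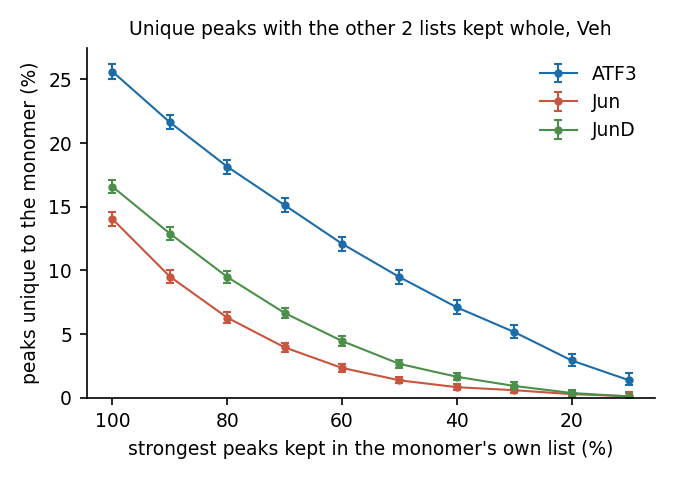
Percent of Veh peaks of ATF3, Jun and JunD that are unique to the monomer (vertical axis) as its own list is cut to its strongest peaks (horizontal axis, percent kept) with the other 2 lists kept whole. Bars are 95% Wilson intervals, and the share falls from 25.6% to 1.4% for ATF3, from 14.0% to 0.13% for Jun and from 16.6% to 0.10% for JunD.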

Using de novo motif enrichment analysis, we observed that the binding motif for each combination of monomers was nearly identical (Fig. 2d). 

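A de novo motif search was not run on the lists. Instead, every 8-mer was counted at the loci of each Venn subset and in windows matched on GC content. At loci with all 3 monomers, the 8-mer furthest above background was GTGACTCA, present at 15.1% of 10556 loci and 0.88% of windows. At Jun-only loci it was ATGACTCA, at 8.1% of 2181 loci and 0.55% of windows. At ATF3-only loci it was TGATGCAA, at 9.8% of 5930 loci and 0.44% of windows, with ATGACTCA in 6.2%. At JunD-only loci it was ACTTCCTC, which holds a PU.1 core, at 10.2% of 3255 loci and 0.92% of windows. The 5 strongest 8-mers all held the TRE core at Jun-only loci and at loci with all 3 monomers. None did at JunD-only loci or at loci with Jun and JunD. The base before the TRE (TGASTCA) was T at 11.2% of 1089 TREs in ATF3-only loci, 7.9% of 474 in Jun-only loci, 7.0% of 492 in JunD-only loci and 8.1% of 4623 in loci with all 3 monomers. Over the 21 pairs of subsets, the largest difference in the share of any base, at that position or the next position outward, was between 2.7 and 10.7 percentage points (no replicates). The paper concludes that the motif recognized by each combination of monomers is nearly identical.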

To investigate whether family members preferred either variant of the AP-1 motif, we calculated the percent of peaks bound by each combination of monomers that had the TRE variant of the AP-1 motif (TGASTCA) and the CRE variant of the motif (TGASSTCA)^16,37^. Consistent with previous studies, we found both variants of the AP-1 motif at regions bound by each combination of monomers, but there was a preference for the TRE motif (Fig. 2d)^16^. 

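At loci with all 3 monomers, the TRE (TGASTCA) was present in 38.4% (95% CI 37.5 to 39.3) and the CRE (TGASSTCA) in 9.4% (8.8 to 9.9) of 10556 loci. At ATF3-only loci the shares were 17.0% (16.0 to 17.9) and 6.0% (5.4 to 6.6, n = 5930). At Jun-only loci they were 19.9% (18.2 to 21.6) and 6.4% (5.5 to 7.5, n = 2181), and at JunD-only loci 14.4% (13.2 to 15.6) and 4.1% (3.5 to 4.8, n = 3255). Loci with exactly 2 monomers held a TRE in 20.6% to 23.5% and a CRE in 6.1% to 8.7%. In windows matched on GC content, TREs occurred in 2.3% to 3.6% and CREs in 1.1% to 2.0%. The TRE exceeded the CRE in each of the 7 subsets, by between 10.3 and 29.0 percentage points. The largest p of the exact binomial tests on loci with only 1 of the variants was 1.43e-21, for Jun and JunD (no replicates). These tests assume equal shares by chance. In windows, however, the TRE also exceeded the CRE, by 0.41 to 1.93 points (exact binomial p = 6.35e-09 for windows of loci with all 3 monomers, 0.397 for those of Jun-only loci). The tests alone thus do not show a preference beyond chance, although the excess in points was larger at the loci of each subset. At loci with all 3 monomers, 3802 held only the TRE and 737 only the CRE, against 332 and 198 windows. At Jun-only loci the numbers were 422 and 129, against 49 and 40 windows. For these subsets the counts argue against an excess that is only that of the windows. At loci with Jun and JunD they were 190 and 47, against 29 and 10 windows. This contrast was not tested. With the CRE restricted to TGACGTCA, which can only lower its share, that share at loci with all 3 monomers fell to 2.0%. The difference widened to 36.5 points. From the excess of TREs in each subset, the paper concludes that the monomers share a preference for the TRE.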

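Between the sets bound by a single monomer, the TRE share ranged over 5.5 percentage points, from 14.4% at JunD-only to 19.9% at Jun-only loci (chi-square test over 11366 loci, p = 6.98e-07). The CRE share ranged over 2.3 points, from 4.1% to 6.4% (chi-square p = 8.82e-05). The test treats loci as independent and says nothing on variation between experiments (no replicates). A TRE or CRE was found at 22.4% of ATF3-only, 25.8% of Jun-only and 18.2% of JunD-only loci. In the central 100 bp the TRE shares were 13.7%, 14.8% and 11.7%. From the similar motifs of the subsets, the paper reasons that DNA binding domains leave most of the specific binding unexplained.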

These results suggest that differences in the AP-1 DBD cannot explain the majority of family member specific binding.

To test the prediction that differences in the AP-1 DBD do not explain binding patterns, we created ATF3 chimeras by replacing the DBD of ATF3 with that of Fos and Jun (Fig. 2e, Supplementary Fig. 2E). The DBDs of these three factors are highly conserved, with identity at 8 and charge conservation at 3 of 11 amino acids directly involved in DNA interaction (Supplementary Fig. 2E)^24^. We transduced expression vectors for ATF3 chimeras with either an ATF3, Fos, or Jun DBD into ATF3 KO iBMDMs and then measured the genome-wide binding patterns of each chimera by performing ChIP-seq using an antibody specific for ATF3 (Fig. 2e). Globally, we observed that the chimeras had stronger binding at ATF3 specific sites in comparison to Jun-specific sites and that each chimera exhibited similar binding across all loci visualized as normalized tag counts in a heatmap (Fig. 2e). Representative browser shots showing similar binding between chimeras are shown at *Cxcl10* and *Spsb1* which are loci specifically bound by ATF3 and Jun, respectively (Supplementary Fig. 2F).

Given that the family members all recognized a common DNA binding motif, we hypothesized that differential interactions with locally bound factors mediated by non-conserved protein contact surfaces may explain unique monomer binding sites. We calculated de novo motifs enriched at the unique peaks for ATF3, Jun, and JunD individually, and then calculated the percent of each family members specific binding sites that contained a match to each de novo motif. 

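Among loci bound by a single monomer, an exact PU.1 motif (ACTTCCT) was present in 18.9% of ATF3-only (95% CI 17.9 to 19.9, n = 5930), 17.2% of Jun-only (15.7 to 18.9, n = 2181) and 22.2% of JunD-only loci (20.8 to 23.7, n = 3255). In 11366 windows matched on GC content it was present in 4.5%. The CEBP motif (TTRCRYAA) was present in 11.1%, 5.5% and 3.6%, against 2.0% of windows. The Runx motif (TGTGGTT) was present in 6.7%, 6.6% and 7.5%, against 3.9%. The Tfec/Mitf motif (TCACGTG) was found in 3.1%, 2.9% and 4.3%, against 0.87%, and the Sp1 motif (CCCCGCCC) in 4.2%, 6.2% and 11.0%, against 2.3% (no replicates). Consensus sequences were read from the logos of Fig. 2f. Allowing 1 mismatch raised every share, with PU.1 then present in 72.6%, 73.3% and 75.4% of loci and 55.9% of windows.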

We identified motifs for key TFs in macrophages^10,34^ such as PU.1, CEBP, and Runx (Fig. 2f). Composite motifs for AP-1 and IRF or NFAT occurred at similar frequencies at the unique peaks for each family member (~5% and ~3% of peaks, respectively). 

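Exact composites of AP-1 and IRF motifs were found in 0.47% of ATF3-only (95% CI 0.33 to 0.68, n = 5930), 1.0% of Jun-only (0.67 to 1.5, n = 2181) and 0.52% of JunD-only loci (0.33 to 0.83, n = 3255). Composites of AP-1 and NFAT motifs were found in 0.34% (0.22 to 0.52), 0.55% (0.32 to 0.96) and 0.22% (0.10 to 0.44). Each occurred in 0.026% of 11366 windows matched on GC content. The 3 shares differed for AP-1:IRF (chi-square test with Benjamini-Hochberg adjustment over 7 motifs, adjusted p = 0.023) and not for AP-1:NFAT (adjusted p = 0.136). The AP-1:IRF difference was no longer past the test in the central 100 bp (adjusted chi-square p = 0.277) or with centres within 100 bp (0.064). The same held for sets matched on GC content, chosen after seeing the data (0.642). With 1 mismatch allowed, the AP-1:IRF shares were 7.0%, 8.8% and 5.2% and the AP-1:NFAT shares 3.7%, 4.8% and 3.0% (no replicates). Both then differed (adjusted chi-square p = 3.42e-06 and 0.0051). The paper calls the frequencies similar between the family members.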

However, we found no significant differences in the relative enrichment of motifs associated with ATF3, Jun, and JunD specific peaks that would explain their specific binding profiles (Fig. 2f).

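Of the 7 motifs compared between the ATF3-only, Jun-only and JunD-only loci, 5 had shares that differed by chi-square test after Benjamini-Hochberg adjustment. The CEBP share ranged over 7.5 percentage points (chi-square test, adjusted p = 5.58e-40) and was highest at ATF3-only loci. The Sp1 share ranged over 6.8 points (chi-square, adjusted p = 5.2e-35) and was highest at JunD-only loci, as was the PU.1 share with a range of 5.0 points (adjusted p = 1.38e-05). The Tfec/Mitf share ranged over 1.4 points (adjusted chi-square p = 0.0077). Runx did not differ, with a range of 0.97 points (adjusted chi-square p = 0.267). These tests count loci, with 1 list per condition (no replicates). JunD-only loci had a higher mean GC content (55.2%) than ATF3-only (48.1%) and Jun-only loci (48.3%). With 1691 loci of each set matched on GC content, chosen after seeing the data, the Sp1 range was 1.5 points (adjusted chi-square p = 0.382) and the Tfec/Mitf range 0.47 points (adjusted chi-square p = 0.752). That of AP-1:IRF was 0.30 points (adjusted chi-square p = 0.642). The CEBP range was then 4.7 points, that of PU.1 8.6 points and that of Runx 3.1 points (adjusted chi-square p = 1.03e-08, 2.04e-10 and 0.0020). Occupancy followed the same order for CEBPα, whose Veh peaks overlapped 26.6% of ATF3-only, 12.4% of Jun-only and 11.4% of JunD-only peaks (chi-square test, p = 9.47e-87). For PU.1 the shares were 37.8%, 40.8% and 60.3% (chi-square p = 1.5e-98). The paper compared the relative enrichment of motifs and concludes that it does not explain the specific binding profiles.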

### Machine learning links combinations of motifs to TF binding

Given the robustness of the family member specific peaks (Supplementary Fig. 2D), we considered additional biological mechanisms that might be leveraged for detection of motifs differentially associated with each family member. Current methods for calculating enriched motifs analyze each motif individually despite data demonstrating that TFs bind cooperatively in groups^1,31^. Additionally, collaborative binding by TFs allows for partners to bind to more degenerate motifs, which are ignored in de novo motif analysis^10^. We incorporated these concepts into a machine learning model that relates the presence of multiple TF motifs, which may be degenerate, to the binding of a TF. Machine learning models are often considered difficult to interpret due to their complexity. In building our model, we emphasized simplicity and as a consequence, interpretability.

Figure 3a summarizes our model, TBA. TBA uses logistic regression to learn to distinguish the binding sites of a TF from a set of GC-matched background loci. For each binding site and background locus, TBA calculates the best match to hundreds of DNA binding motifs, drawn from the JASPAR library, and quantifies the quality of the match as the motif score (aka log-likelihood ratio score). To allow for degenerate motifs, all motif matches scoring over zero are considered. The motif scores are then used to train the TBA model to distinguish TF binding sites from background loci. TBA scores the probability of observing binding at a sequence by computing a weighted sum over all the motif scores for that sequence. By considering all motifs simultaneously, TBA can learn to recognize combinations of motifs that are co-enriched at TF binding sites but that are not individually enriched over genomic background. The weight for each motif is learned by iteratively modifying the weights until the models ability to differentiate binding sites from background loci no longer improves. The final motif weight measures whether the presence of a motif is correlated with TF binding. The significance of a given motif can be assigned by comparing the predictive performance of a trained TBA model and a perturbed model that cannot recognize that one motif with the likelihood ratio test.

**Fig. 3:**
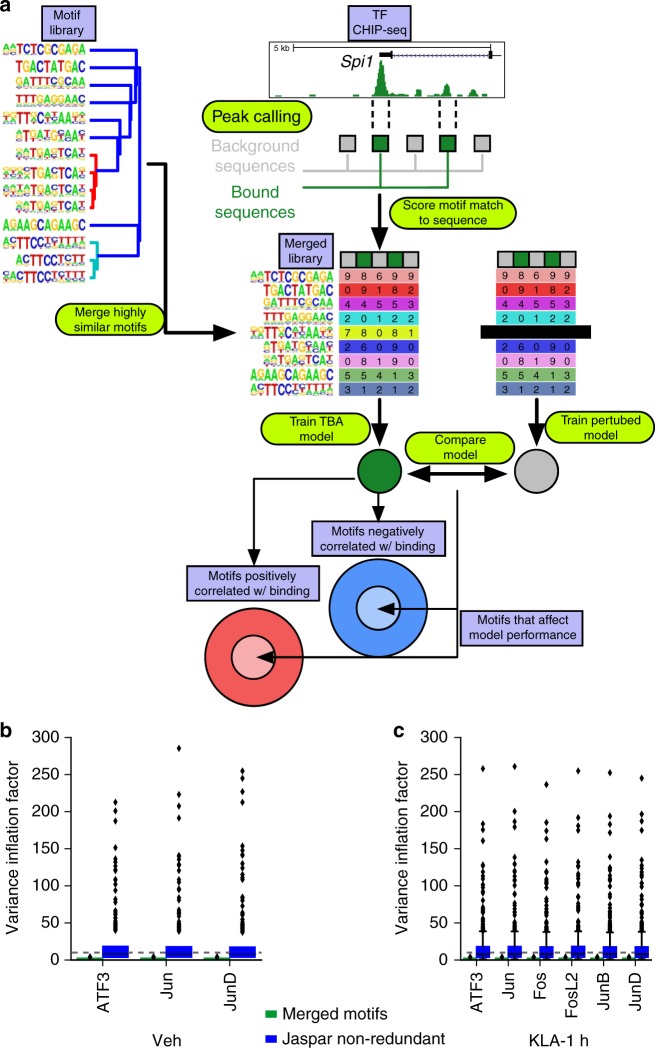
TBA, a transcription factor binding analysis. **a** Schematic workflow of TBA. Binding sites for a transcription factor (green boxes) are mixed with random GC-matched background sequences (gray boxes). Motifs from the JASPAR library are merged to create a non-redundant motif library. Motif scores are calculated for all sequences at all binding sites and GC-matched background and then used to train a TBA model. Model weights from the trained model indicate whether a motif is positively or negatively correlated with the occupancy of a transcription factor. The performance of the full model and a perturbed model with one motif removed are compared to identify motifs that are important to the model. The intersection of important motifs that affect model performance and the model weights learned by the classifier can be used to infer the binding partners of a transcription factor. **b**, **c** Distribution of variance inflation factor for each motif in the TBA merged motif library and JASPAR motif library for experiments performed in **b** Vehicle and **c** Kdo2 lipid A treated thioglycollate elicited macrophages

Machine learning models, including TBA, can be confounded by collinearity, which in our case corresponds to the presence of motifs that are highly similar or redundant^38^. Collinearity can cause inaccurate weight and significance to be assigned to motifs. To assess the extent of collinearity, we calculated the variance inflation factor (VIF)^38^ for the scores of each motif in the JASPAR library at AP-1 binding sites. A VIF above 10 would indicate problematic collinearity and that the scores for a motif are highly correlated with the scores of another motif. We found that a substantial number of motifs were collinear with at least one other motif (VIF > 10) (Fig. 3b, c). To address the presence of redundant motifs we clustered the JASPAR library, identifying groups of motifs that are highly similar (Supplementary Fig. 3, colored clades), and merged these motifs together (Pearson correlation > 0.9, Supplementary Fig. 3, Fig. 3a), resulting in a condensed library of 196 motifs formed from 519 JASPAR motifs. Multiple collinearity was substantially reduced in our condensed library (VIF < 10, Fig. 3b, c).

### TBA identifies combinations of motifs that coordinate AP-1

To identify motifs associated with specific AP-1 family members, we trained TBA models for each monomer in resting TGEMs, and probed for differences in the identified motifs. Ranking each motif according to the mean *p*-value, we found that all family members shared a core set of highly significant motifs both positively and negatively correlated with binding (Fig. 4a, i and ii, respectively). The motifs exhibiting strong positive correlation included the AP-1 motif as well as motifs of macrophage collaborative binding partners for AP-1, such as PU.1 and CEBP^10,11,34^. 

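In Veh, the TRE was present in 28.4% of ATF3, 32.3% of Jun and 29.8% of JunD peaks, against 3.2%, 3.0% and 3.1% of windows matched on GC content. The odds ratios were 11.9 (95% CI 11.0 to 12.9), 15.3 (13.9 to 16.9) and 13.3 (12.2 to 14.5). For the PU.1 motif they were 5.2, 5.6 and 5.9, and for the CEBP motif 5.2, 4.4 and 4.5, with the largest adjusted p of these at 1.11e-156 (Fisher's exact test). PU.1 peaks of the same treatment overlapped 56.7% of ATF3 (56.0 to 57.3, n = 23160), 61.2% of Jun (60.4 to 62.0, n = 15548) and 64.9% of JunD peaks (64.2 to 65.6, n = 19653). CEBPα peaks overlapped 37.4%, 38.5% and 35.7%, and 70.8%, 73.7% and 75.9% overlapped a peak of either factor (no replicates). Comparing only the strongest 50% of each list lowered the overlap with PU.1 to 43.2%, 48.8% and 51.2%. The paper reads the motifs with positive weights that are most significant for all monomers as AP-1 and its collaborative partners.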

To determine a significance threshold for more moderately ranked motifs, we compared significance values calculated by TBA models trained on replicate ChIP-seq experiments. We determined that motifs with a mean *p*-value < 1e−2.5 tended to have similar significance values (absolute likelihood ratio ~1, Supplementary Fig. 4A). The motif weights that exceeded this threshold were highly correlated between replicate experiments (Supplementary Fig. 4B). Outside of the core group of motifs shared by all monomers, we observed ~50 motifs with differential affinities (likelihood ratio > 100 between at least 2 monomers) for each monomer as defined by TBA (Fig. 4a, center panel, shaded regions). 

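The shorter PPAR motif was counted as the sequence AGGTCA. It was present in 18.1% of Jun peaks in Veh (95% CI 17.5 to 18.7, n = 15545), against 12.7% of windows matched on GC content, an odds ratio of 1.52 (1.43 to 1.62, adjusted p = 5.73e-40 by Fisher's exact test). The odds ratio was 1.49 (1.41 to 1.57) for JunD and 1.45 (1.38 to 1.53) for ATF3, and the 3 intervals overlapped (no replicates). In the central 100 bp, chosen after the data were seen, the odds ratio was 1.83 for Jun, 1.67 for JunD and 1.62 for ATF3. These are shares of single sequences and not the weights of the paper's model. The paper assigned the motif to Jun from the significance of that motif in its models of each monomer.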

Differential motifs positively correlated with binding (Fig. 4a, left heatmap in red) included motifs unique to a monomer such as the PPAR half site with Jun. The full PPARγ motif was negatively correlated with both ATF3 and JunD, suggesting that PPARγ positively influences the binding of Jun to a greater extent than the other AP-1 monomers (Fig. 4a, right heatmap in blue). 

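The full PPARγ motif was counted as AGGTCANAGGTCA with up to 2 mismatches. It was present in 3.9% of Jun (95% CI 3.6 to 4.2, n = 15545), 3.8% of ATF3 (3.5 to 4.0, n = 23155) and 3.9% of JunD peaks in Veh (n = 19648). Against windows matched on GC content, the odds ratios were 1.40 (1.24 to 1.59), 1.40 (1.26 to 1.55) and 1.45 (1.29 to 1.62). A PPARγ peak overlapped 65.8% of Jun peaks (65.0 to 66.5, n = 15548), 60.4% of ATF3 peaks (59.8 to 61.0, n = 23160) and 69.2% of JunD peaks (68.5 to 69.8, n = 19653), and these shares differed (chi-square test, p = 6.25e-81). Among peaks unique to a monomer the shares were 33.4% for Jun, 35.1% for ATF3 and 57.3% for JunD (no replicates). A search of only the central 100 bp was added after the data were seen. It gave odds ratios of 1.74 for Jun, 1.52 for ATF3 and 1.71 for JunD. From the sign of the motif's weight in each model, the paper proposes that PPARγ favors the binding of Jun over that of ATF3 and JunD.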

These results suggest that AP-1 monomers have distinct sets of collaborating TFs that affect their binding patterns.

**Fig. 4:**
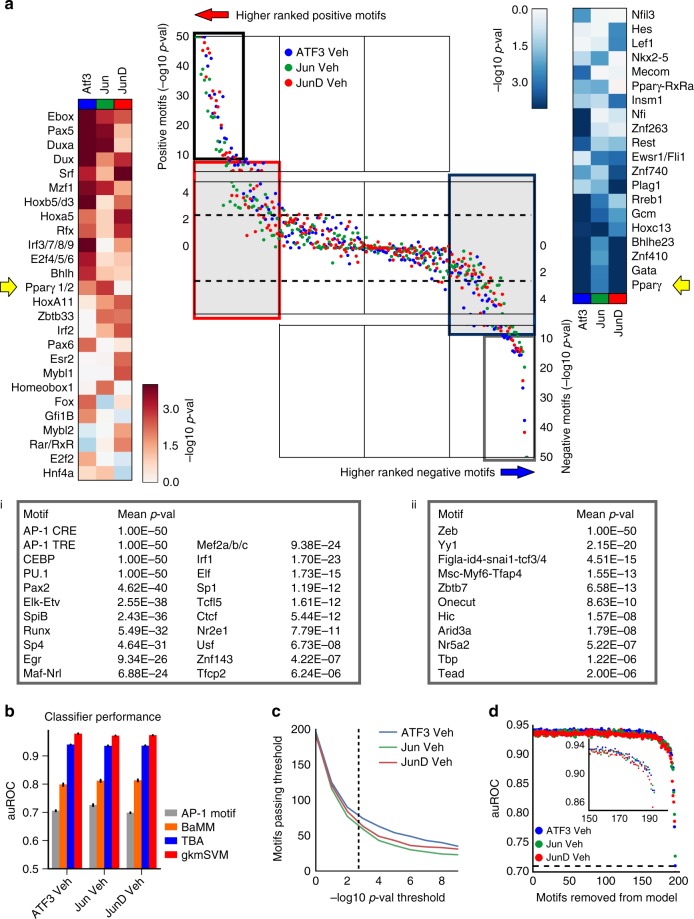
Transcription factor binding analysis (TBA) identifies motifs predicted to specify differential AP-1 monomer-binding in resting thioglycollate elicited macrophages. **a** DNA motifs rank order based on the significance of the motif according to the likelihood ratio test. The black box represents the most significant motifs positively correlated with binding for all AP-1 monomers and are listed in (i) and the most significant motifs negatively correlated with binding for all AP-1 monomers are shown in the gray box and are listed in (ii). The significance of motifs positively correlated with binding that show a 100-fold likelihood difference between two monomers are shown on the left heatmap (red); the right heatmap (blue) gives the significance of corresponding motifs negatively correlated with binding. **b** Comparison of the performance of TBA against the AP-1 motif score alone, Bayesian Markov Model (BaMM) motif score, and gapped k-mer SVM as measured by the area under the receiver operating characteristic curve (auROC). Error bars indicate the standard deviation of auROC across 5 cross-validation sets. **c** Number of motifs that pass an in-silico mutagenesis test for significance (the likelihood ratio test comparing the performance of a full model that uses all the motifs and a mutated model with one motif removed) at various *p*-value thresholds. **d** Predictive performance of TBA when predicting ATF3, Jun, and JunD binding as motifs are iteratively removed starting from the least important motif based on the weights calculated by TBA. Inset shows performance values beginning at 150 motifs removed where predictive performance begins to drop

### Evaluation of TF motifs that coordinate AP-1 binding

To assess whether the additional motifs identified by TBA are useful for identifying AP-1 sites, we compared TBAs ability to predict the binding of each monomer to several other sequence-based approaches. Predicting TF binding using just the AP-1 TRE motif score had the worst performance as measured by the area under the receiver operating characteristic curve (auROC; Fig. 4b). 

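The paper's models and motif library were not rerun. As a stand-in, the highest number of bases that matched the TRE at any site of a sequence was used to separate up to 8000 Veh peaks per monomer from as many windows matched on GC content. Averaged over 5 folds that held out whole chromosomes, the auROC was 0.687 (SD 0.006) for ATF3, 0.702 (SD 0.009) for Jun and 0.688 (SD 0.013) for JunD. GC content alone gave 0.502, 0.501 and 0.502. When windows were not matched on GC content, the TRE gave 0.690, 0.706 and 0.688. The SD is over folds of the same list and not over replicates (no replicates). The paper ranks the TRE score last among its predictors by the same measure.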

Bayesian Markov Model motifs (BaMM)^39^, which assesses dependencies between the positions within the binding motif, improved upon the simple AP-1 motif score by ~15% (Fig. 4b). 

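A logistic regression on the presence of every 6-mer, fitted to the same peaks and windows, reached an auROC of 0.940 (SD 0.005 over 5 folds) for ATF3, 0.930 (SD 0.004) for Jun and 0.939 (SD 0.004) for JunD. The gain over the TRE alone was 0.253, 0.228 and 0.250, larger than the SD over folds in each case (no replicates). With 5-mers the auROC was 0.904, 0.899 and 0.905. Leaving the windows unmatched on GC content gave 0.958, 0.948 and 0.964. The windows were not screened for repeats or unmappable sequence, whereas the paper's background left out unmappable positions. Part of the separation may therefore have nothing to do with AP-1. From the higher performance of models that use sequences beyond the AP-1 motif, the paper reasons that those sequences may contribute to the choice of binding site.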

The TBA model and the gkm-SVM model achieved even higher performance, demonstrating that additional sequences outside of a TFs motif may contribute to binding site selection (Fig. 4b). The performance of gkm-SVM exceeded that of TBA (by ~3%). However, a greater number of motifs related to the binding of a TF can be extracted from TBA in comparison to gkmSVM. The authors of gkm-SVM described a procedure to retrieve up to three PWMs from k-mers ranked by gkmSVM^40^, while TBA identified over 50 motifs that passed a significance threshold of *p* < 1e−2.5 (Fig. 4c). To examine the impact of statistically significant (*p* < 1e−2.5) but moderately ranked motifs, we calculated TBAs performance while iteratively removing motifs from the model (starting with the least significant motif) (Fig. 4d). 

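The TRE and CRE were taken away from the 6-mer models in 2 ways. With every peak and window that held a TRE or CRE left out, the auROC was 0.935 (SD 0.005 over folds, 5216 peaks) for ATF3, 0.917 (SD 0.006, 4914 peaks) for Jun and 0.933 (SD 0.004, 5138 peaks) for JunD. With each TGAS and its reverse complement masked in all sequences, it was 0.870 (SD 0.007), 0.856 (SD 0.008) and 0.870 (SD 0.003), the lowest values among the alternatives. Both stayed above the 0.687, 0.702 and 0.688 of the TRE alone (no replicates). Neither way removes what repeats or unmappable sequence in the unscreened windows may add to the separation. The paper removed motifs from its model in steps and concludes from the decline in performance that sequence outside the AP-1 motif affects binding.

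**Figure D3:**
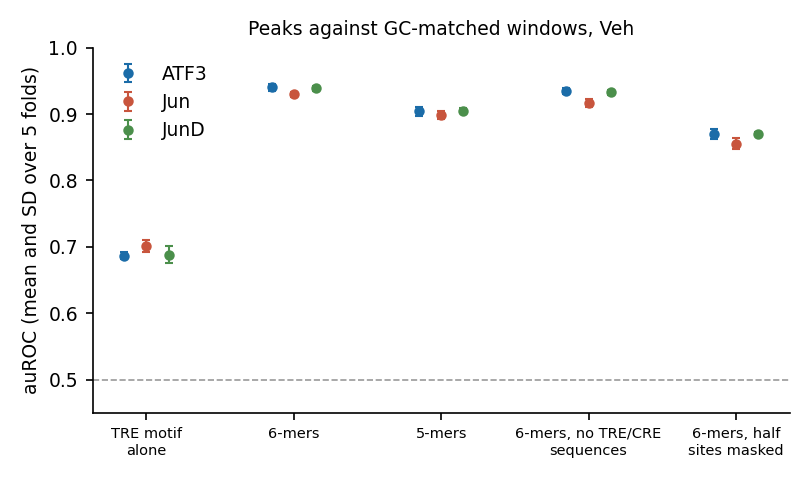
Mean auROC over 5 folds (vertical axis, bars are the SD over folds) for separating Veh peaks of ATF3, Jun and JunD from windows matched on GC content, by predictor (horizontal axis). The dashed line is the 0.5 of chance, the TRE alone lies at 0.687 to 0.702, and the 6-mers lie at 0.930 to 0.940 before and 0.856 to 0.870 after masking.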

The performance of the model started declining when the motifs from the top 50 were removed, demonstrating that the local sequence environment outside of the AP-1 motif affects AP-1 binding (Fig. 4d, inset).

### Cell type-specific binding preferences of JunD

To further test the hypothesis that distinct sets of collaborating TFs can affect AP-1 binding, we examined JunD binding in a panel of cell lines. Each cell type expresses a distinct repertoire of TFs that are available as binding partners for JunD. We trained TBA models for ChIP-seq of JunD in each cell line and then extracted the 20 most significant motifs from each model. Motifs which are bound by TFs known to be important for particular cell lines were found to be correlated with JunD binding. For example, the Gata motif was positively correlated with JunD binding in K562 cells, an erythroid lineage erythroleukemia, while Pou motifs (e.g., OCT4) were important in h1-hESCs (Supplementary Fig. 4C)^41^. Differences in the motifs identified by TBA for each cell line corresponded to large differences in the loci bound by JunD (Supplementary Fig. 4D), suggesting that JunD interacts with different TFs depending on the expressed binding partners available in each cell type^42^.

### KLA changes the available TFs that remodel the AP-1 cistrome

Given that AP-1 binds collaboratively with other TFs, the selection of binding sites for each monomer will depend on the availability of collaborating partners. To study effects of changes in collaborating TF availability, we examined AP-1 binding before and after KLA treatment. Treatment of TGEMs with KLA resulted in 178 mRNAs increasing 2-fold (FDR < 0.05) or greater (Supplementary Fig. 5A). A total of 29 genes encoding TFs with known binding motifs (20 upregulated and 9 downregulated) had a significant change in expression (FDR < 0.05) including AP-1 monomers Fos, Fra2, and JunB (Supplementary Fig. 5A). In addition, TLR4 activation by KLA results in the activation of several latent TFs, including NFκB and interferon regulatory factors (IRFs). Correspondingly, AP-1 monomers showed changes in their global binding patterns with Fos and JunB displaying drastic upregulation in binding sites (Supplementary Fig. 2A, Fig. 5a).

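The Fos list grew from 1804 peaks in Veh to 24365 in KLA, and the JunB list from 463 to 13375 (no replicates). For FosL2 the numbers were 5329 and 10619. The lowest scaled IDR score was 928 in the JunB Veh list and 540 in the JunB KLA list, so a stricter cut in Veh may add to the JunB difference. Of the Fos peaks in KLA, 93.7% (95% CI 93.4 to 94.0, n = 24365) overlapped an ATF3, Jun or JunD peak of the same treatment, and the share was 97.8% (97.5 to 98.0, n = 13375) for JunB. With the common threshold of 54 counts, the lists fell to 98 Fos peaks in Veh and 11342 in KLA, and to 0 and 2831 JunB peaks. Counts are not normalized, so this threshold takes no account of depth. The paper takes the longer lists as upregulation of binding after KLA.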

**Fig. 5:**
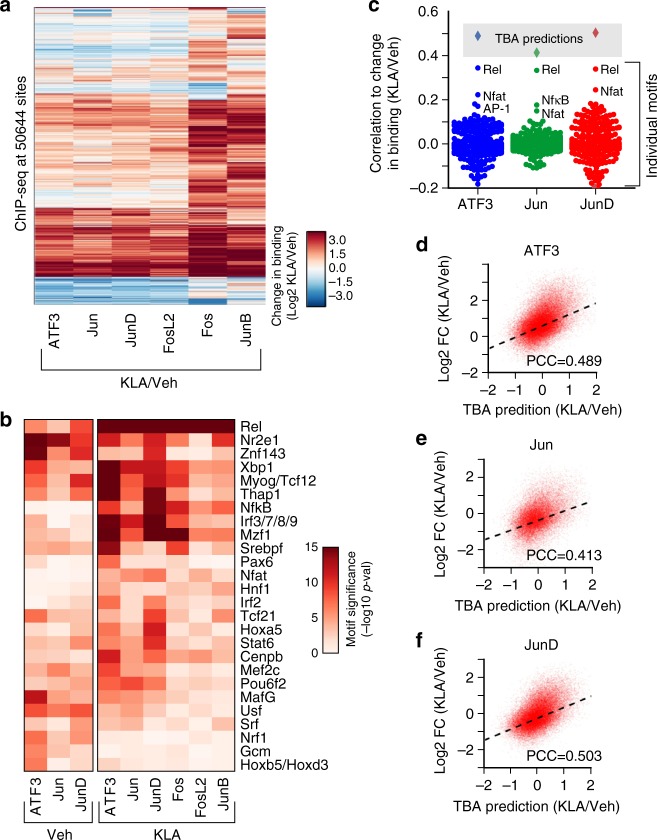
AP-1 binding is context-dependent and affected by the availability of binding partners. **a** Heatmap of the change in binding of AP-1 monomers after 1-h Kdo2 lipid A (KLA) treatment quantified as the Log2 ratio of KLA binding to Vehicle binding. **b** Heatmap showing the transcription factor binding analysis (TBA) assigned significance of DNA motifs that had a 10e4 absolute likelihood ratio between the KLA and Vehicle value for each monomer. **c** Pearson correlation of individual motif scores and TBA predictions with the change in binding after 1 h KLA treatment. **d**–**f** TBA predicted change in ATF3, Jun, and JunD binding after KLA-1 h treatment versus actual change in binding. PCC indicates the Pearson correlation coefficient of TBA predictions to the log2 fold change in binding of each monomer after 1 h KLA treatment

To examine motifs associated with AP-1 binding after KLA treatment, we trained TBA models for each monomer in KLA treated TGEMs. 

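At KLA peaks of the 6 monomers, the odds ratio of the TRE against windows matched on GC content was between 14.3 for ATF3 and 25.1 for FosL2 (95% CI 22.3 to 28.1). The TRE was present in 31.6% of ATF3, 35.4% of Jun, 32.7% of JunD, 41.2% of Fos, 45.2% of FosL2 and 41.1% of JunB peaks. Odds ratios lay between 4.2 and 4.8 for the PU.1 motif and between 3.8 and 5.0 for the CEBP motif. The NFκB motif (GGGRNWYYCC) had odds ratios from 2.7 for ATF3 to 3.4 for JunB (3.0 to 3.8), whereas in Veh they were 0.95 for ATF3, 1.06 for Jun and 1.05 for JunD (no replicates). The Egr and Zeb1 motifs were not analysed here. PU.1 peaks overlapped 53.2% of ATF3 peaks in KLA (52.6 to 53.7, n = 36745), the lowest share of the 6 monomers, and 68.1% of JunB peaks (67.3 to 68.8, n = 13375), the highest. With only the strongest 50% of each list compared, these shares were 44.4% and 57.7%.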

Again, we observed that all AP-1 monomers shared a common group of highly significant motifs positively correlated with binding, including AP-1, CEBP, PU.1, REL, and Egr, and negatively correlated with binding, such as the Zeb1 motif (Supplementary Fig. 5B, Supplementary Table 1, Supplementary Table 2). Many of the moderately ranked motifs showed large differences in significance between the monomers (Supplementary Fig. 5B, Fig. 5c: likelihood ratio > 100).

We found that AP-1 monomers with substantive binding before KLA treatment (ATF3, Jun, and JunD) showed changes in their preference (as measured by the likelihood ratio for each motif when comparing the KLA and Vehicle TBA models) for motifs bound by upregulated TFs such as Rel, Irf3/7/8/9, Irf2, and Nfat (Fig. 5b, likelihood ratio > 10e4). 

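The NFκB motif (GGGRNWYYCC) was present in 8.9% of 17943 KLA-gained and 1.1% of 4366 KLA-lost ATF3 loci, an odds ratio of 8.9 (95% CI 6.6 to 11.8, adjusted p = 4.3e-97 by Fisher's exact test over 21 tests). For Jun the odds ratio was 8.3 (6.7 to 10.3, adjusted exact p = 3.03e-132) and for JunD 8.9 (6.7 to 11.6, adjusted p = 1.28e-104). The IRF motif (GAAANNGAAA) gave 2.8, 2.1 and 3.1 for ATF3, Jun and JunD, with the largest adjusted p at 1.35e-17. The NFAT motif (TGGAAAA) gave 1.8, 1.7 and 2.6, with the largest adjusted p at 2.05e-11. TREs were more frequent at gained loci as well, with odds ratios of 4.1, 1.6 and 3.6. Gained and lost loci were not matched on GC content. GC content alone separated them with an auROC of 0.369 for ATF3, 0.483 for Jun and 0.304 for JunD. Gained loci of ATF3 and JunD were thus lower in GC content, and what base composition adds to these odds ratios is not known. Loci kept in both treatments held the NFκB motif in 3.0%, 3.7% and 3.7% (no replicates). The narrower consensus GGGRATTYCC raised the NFκB odds ratio for JunD to 42.0, on 2 lost loci with the motif. From changes of this kind between its KLA and Vehicle models, the paper concludes that the monomers gain a preference for motifs of upregulated TFs.

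**Figure D4:**
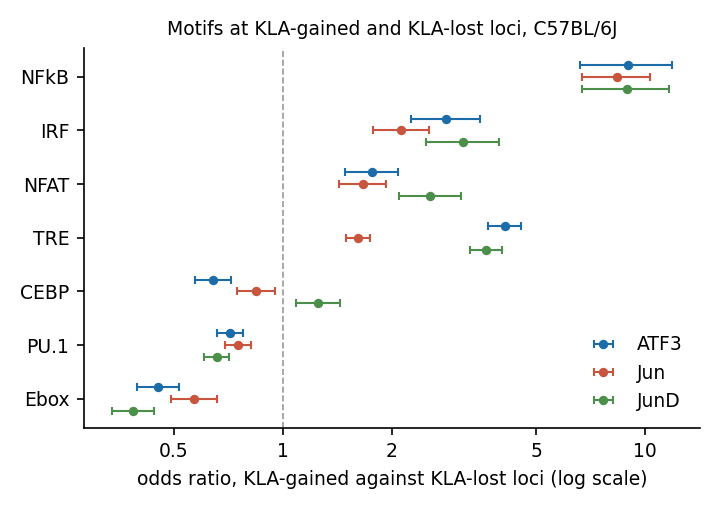
Odds ratio of each motif at KLA-gained against KLA-lost loci of ATF3, Jun and JunD in C57BL/6J TGEMs (horizontal axis, log scale, bars are 95% confidence intervals), by motif (vertical axis). The NFκB motif has the largest values at 8.3 to 8.9, and the E-box and the PU.1 motif lie below 1 for all 3 monomers. Gained and lost loci are not matched on GC content.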

Conversely, down-regulated TFs were found to have reduced significance for all AP-1 monomers after 1-h KLA treatment including Usf (Fig. 5b, likelihood ratio <1e−4). 

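The E-box CACGTG, which Usf recognizes, was present in 3.7% of KLA-gained and 7.9% of KLA-lost ATF3 loci, an odds ratio of 0.45 (95% CI 0.40 to 0.52, adjusted p = 8.56e-28 by Fisher's exact test). For Jun the shares were 4.0% and 6.8% (odds ratio 0.57, 0.49 to 0.66, adjusted exact p = 3.19e-14), and for JunD 3.6% and 8.7% (odds ratio 0.39, 0.34 to 0.44, adjusted p = 4.08e-40). Loci kept in both treatments held it in 5.9%, 5.2% and 5.9% (no replicates). The strongest 50% of each list gave an odds ratio of 0.38 for Jun. The PU.1 motif was also less frequent at gained loci, with odds ratios of 0.71 for ATF3, 0.75 for Jun and 0.66 for JunD. For the CEBP motif the odds ratio was 0.64 for ATF3 and 0.84 for Jun, but 1.25 for JunD. Gained and lost loci were not matched on GC content, which was lower at gained loci of ATF3 and JunD. What base composition adds to the odds ratios of the E-box and the other motifs is not known. The paper concludes that motifs of down-regulated TFs such as Usf lose significance after KLA.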

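At Fos peaks in KLA, the NFκB motif was present in 7.3% of 24364 peaks against 2.5% of windows matched on GC content, an odds ratio of 3.1 (95% CI 2.8 to 3.4, adjusted p = 2.48e-140 by Fisher's exact test). The odds ratio was 3.1 (2.6 to 3.5) for FosL2 and 3.4 (3.0 to 3.8) for JunB. For the IRF motif the odds ratios were 1.9 (1.7 to 2.1) for Fos, 2.0 (1.7 to 2.3) for FosL2 and 1.7 (1.5 to 2.0) for JunB. The NFAT motif was closer to background, at 1.20 (1.11 to 1.31, adjusted exact p = 2.42e-05), 1.14 (1.01 to 1.29, adjusted p = 0.044) and 1.11 (0.99 to 1.24, adjusted p = 0.097). In the central 100 bp, added after the data were seen, the NFAT odds ratio was 1.13 for FosL2 and 1.22 for JunB (adjusted exact p = 0.175 and 0.025, no replicates). The paper reads the significance of these motifs in its KLA models as an affinity of the induced monomers for them.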

AP-1 monomers activated after 1-h KLA treatment (Fos, FosL2, and JunB) (Figs. 2a and 5a) also showed an affinity for the Rel, Nfat, Irf3/7/8/9, and NFκB motifs (Fig. 5b).

To assess the extent to which individual TF motifs could explain the change in binding after KLA treatment, we calculated the correlation of each motifs score to the change in binding after KLA treatment at all loci (Fig. 5c). We found that motifs with large changes in significance when comparing the Vehicle and KLA TBA models for each monomer showed higher correlations to the change in binding after KLA treatment and that these motifs corresponded to well-established TLR4 activated TFs such as Rel, NFAT, and NFκB (Fig. 5b, c)^11,31^. To demonstrate that combinations of TFs can better explain the change in AP-1 binding after KLA treatment, we used TBA to predict the change in binding after KLA treatment. We calculated a predicted change in binding by taking the difference of the predicted binding strength given by the Vehicle and KLA model for each monomer (Fig. 5d–f). We found that TBA could predict the change in binding after KLA treatment better than any individual motif (Fig. 5c).

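A logistic regression on 6-mers separated KLA-gained from KLA-lost loci with an auROC of 0.832 (SD 0.003 over 5 folds) for ATF3, 0.730 (SD 0.007) for Jun and 0.834 (SD 0.008) for JunD. Among 7 single motifs, each scored by its best partial or full match, the TRE did best for ATF3 at 0.657 (SD 0.008) and for JunD at 0.658 (SD 0.014), and the NFκB motif did best for Jun at 0.623 (SD 0.009). The NFκB motif reached 0.589 for both ATF3 and JunD. GC content gave 0.369, 0.483 and 0.304, where values below 0.5 mean lower GC content at gained loci, so the gained and lost loci of ATF3 and JunD also differ in base composition. With 5-mers the auROC was 0.802, 0.699 and 0.808 (no replicates). The paper used its own model on fold changes of binding, and concludes that it predicts the change better than any single motif.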

### Systematic validation of TBA using natural genetic variation

To validate the results of our machine learning model genome wide, we used natural genetic variation found between C57BL6/J and BALBc/J mice, which differ genetically by ~5 million SNPs and insertions/deletions (InDels)^43^. We have previously shown that mutations which occur within DNA binding motifs can be used to predict genetic interactions between TFs^10,34^. We performed ChIP-seq targeting expressed AP-1 monomers, ATF3, Fos, FosL2, Jun, JunB, and JunD in TGEMs isolated from BALB/cJ mice. 

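BALB/cJ is an inbred mouse strain whose genome differs from that of C57BL/6J at many positions. Peak lists in BALB/cJ TGEMs were available for ATF3, Jun, JunD, Fos and JunB in Veh and KLA, 10 lists in all, and FosL2 in BALB/cJ is not in the files analysed here. The authors mapped the reads to mm10 or to a custom BALB/cJ genome, called peaks with HOMER and kept those with an IDR below 0.05. Each condition has 1 list (no replicates), with the same unnormalized count and scaled IDR score per peak as the C57BL/6J lists. The Veh lists held 19506 peaks for ATF3, 10957 for Jun, 28652 for JunD, 9 for JunB and 0 for Fos. The KLA lists held 36821, 11317, 33850, 21667 and 40459. The counts of the 8 lists other than Fos and JunB in Veh summed to between 387471 and 3569846, with a median of 1343844, and their median counts per peak lay between 30 and 65. Positions were compared with C57BL/6J on mm10, and motifs were read from the C57BL/6J reference for both strains, so sequence variants between the strains do not enter. Lists of unequal length limit what an overlap can show, and each overlap was therefore also computed with the lists cut to the same number of peaks.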

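In Veh, 63.0% of C57BL/6J ATF3 peaks (95% CI 62.4 to 63.7, n = 23160) overlapped a BALB/cJ ATF3 peak, and 74.8% of BALB/cJ peaks (74.2 to 75.4, n = 19506) overlapped a C57BL/6J peak. After KLA the shares were 76.4% (76.0 to 76.9, n = 36745) and 76.3% (75.9 to 76.7, n = 36821). Of the strongest 10% of C57BL/6J ATF3 peaks in Veh, 97.9% (97.3 to 98.4, n = 2316) overlapped a peak of the whole BALB/cJ list. The share of C57BL/6J Veh peaks with a BALB/cJ peak was 48.6% (47.8 to 49.4, n = 15548) for Jun and 75.7% (75.1 to 76.3, n = 19653) for JunD. After KLA it was 89.4% for Fos and 79.2% for JunB (no replicates). With lists of equal length, the Jun share in Veh rose to 61.9%. Presence in a list is a coarser measure than the paper's fold change of tags, and variants between the strains were not analysed here.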

Mutations can be found in ~17% of each monomers binding sites, and one-third of those loci show strain-specific binding (fold change > 2), as shown for ATF3 (Fig. 6a). These binding differences cannot be attributed to differences in mRNA or protein expression levels, which are highly similar (Supplementary Fig. 6A, B). 

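Models on 6-mers trained on C57BL/6J peaks of ATF3 in Veh reached an auROC of 0.936 (SD 0.004 over 5 folds) on held-out chromosomes of C57BL/6J and 0.935 (SD 0.004) on those of BALB/cJ. Trained on BALB/cJ, they reached 0.935 (SD 0.004) and 0.936 (SD 0.004). For Jun, the C57BL/6J test gave 0.931 (SD 0.005) after training on C57BL/6J and 0.929 (SD 0.006) after training on BALB/cJ, and the BALB/cJ test gave 0.945 and 0.946. For JunD these values were 0.937, 0.932, 0.911 and 0.912. Changing the training strain thus moved the auROC by no more than the SD over folds (no replicates). Both strains were read on the C57BL/6J sequence, and peaks shared by the strains lie in both training sets, though never on the chromosomes of the test. With 5-mers the values were lower, at 0.875 for JunD trained on C57BL/6J and tested on BALB/cJ. From the exchange of models between strains, the paper proposes that each monomer works with the same collaborating TFs in both.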

We observed that TBA models trained on either strain could be used to predict binding in the other with no loss of predictive ability (Supplementary Fig. 6C), suggesting that each monomer, which has identical protein sequence in both strains, interacts with the same repertoire of collaborating TFs in both strains.

**Fig. 6:**
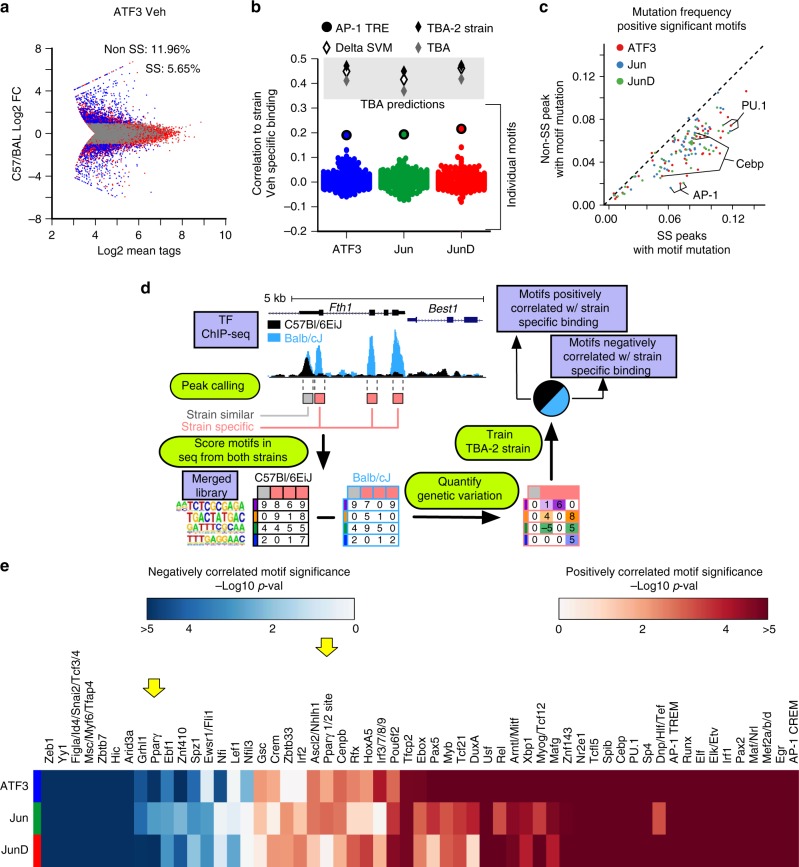
Leveraging the effects of genetic variation to validate transcription factor binding analysis (TBA) predictions in resting macrophages. **a** Comparison of the mean strength of binding (number of quantile normalized ChIP-seq tags) for ATF3 in resting thioglycollate elicited macrophages (TGEMs) isolated from C57Bl/6J and Balb/cJ versus the extent of strain-specific binding. Loci with a mutation are indicated in blue (fold change ≥2) when there is strain-specific binding and gray otherwise. **b** Comparison of different models for predicting strain-specific binding of each monomer as measured by the Pearson correlation of a models predictions versus the extent of strain-specific binding in resting TGEMs. Models that integrate multiple motifs deltaSVM, TBA, TBA-2Strain, are represented as diamonds. Individual motifs are indicated using round points. **c** Frequency of mutations in significant motifs (from TBA model, *p* < 1e−2.5) at strain-specific (fold change ≥2) versus non-strain-specific peaks resting TGEMs. **d** Schematic of TBA-2Strain model. Binding sites for a transcription factor with at least one single nucleotide polymorphism or indel (red boxes) and binding sites with no mutation (gray) are identified. Next, genetic variation is quantified as the difference in the motif scores between the sequences from the two strains and then used as input to train the TBA-2Strain model to predict the extent of strain-specific binding. Model weights from the trained model indicate whether a mutation in a motif is correlated with strain-specific binding. **e** Heatmap of significance values for motifs that intersected between the TBA and TBA-2Strain model for each monomer in resting TGEMs. Blue indicates motifs negatively correlated with binding and red indicates positively correlated motifs

To assess the extent to which SNPs/InDels in individual motifs explain strain-specific binding, we calculated the difference between the best matching motif score at every loci between the strains and then calculated the Pearson correlation to the change in binding (Fig. 6b, Supplementary Fig. 6D). Mutations in individual motifs showed a weak correlation to strain-specific binding (Fig. 6b, Supplementary Fig. 6D). We found that motifs identified with TBA (*p* < 1e−2.5) are enriched at strain-specific peaks in comparison to non-strain-specific peaks, but that mutations in any individual motif do not occur frequently enough to explain the majority of strain-specific binding (Fig. 6c, Supplementary Fig. 6E). We integrated the contributions of multiple motifs to strain-specific binding, by weighting the motif score difference with the TBA calculated weight, and were able to predict strain-specific binding with a 2-fold improvement in performance in comparison to using the AP-1 motif score (Fig. 6b, Supplementary Fig. 6D)

Next, we created a variant of our model, which we call TBA-2Strain, that directly learns from genetic variation (Fig. 6d). TBA-2Strain takes genetic variation as input (quantified as the change in motif scores between the two strains) and the extent of strain-specific binding for each AP-1 monomer. Using TBA-2strain, we predicted strain-specific binding at all binding sites with a mutation (Fig. 6b). In comparison to TBA, TBA-2Strain has better predictive performance (Fig. 6b). This may be attributed to TBA-2Strain being able to observe sites that contain mutations but do not exhibit strain-specific binding. The ability of TBA-2Strain to predict strain-specific binding improves upon deltaSVM, a state of the art tool for predicting the effect of genetic variation^40^ (Fig. 6b, Supplementary Fig. 6D).

We then extracted significant motifs from TBA-2Strain using the *F*-test (*p* < 0.05) and intersected these motifs with motifs identified by TBA model (Figs. 4a and 6e). We found that the motifs from both models overlapped substantially (Fig. 6e, *p* < 0.05, Fisher’s exact test), reinforcing the notion that dozens of motifs contribute to coordinating the targeting of AP-1 monomers. Significance values for motifs identified by both models are shown from resting and activated TGEMs (Fig. 6e, Supplementary Fig. 6F). Notably, the PPARγ half-site was detected by both the TBA and TBA-2Strain models.

### Validation of PPARγ as a preferential modifier of Jun

TBA and TBA-2Strain predicted that PPARγ is a preferential collaborating TF specific to Jun in resting macrophages (Figs. 4a and 6e). To confirm this prediction, we performed ChIP-seq for ATF3, Jun, JunD, and PPARγ in wild type and PPARγ knockout mouse TGEMs (Fig. 7a–c)^44^. 

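PPARγ is a nuclear receptor. Peak lists in PPARγ knockout TGEMs were available for ATF3, Jun and JunD in Veh, and the wild-type lists were those of C57BL/6J in Veh together with a PPARγ list of 31089 peaks. The knockout lists held 28318 peaks for ATF3, 4290 for Jun and 19355 for JunD, against 23160, 15548 and 19653 in wild type. There is 1 list per factor and genotype (no replicates), and the paper describes the same HOMER and IDR steps, with a threshold of 0.05, for all lists. The knockout lists of ATF3, Jun and JunD held 45, 47 and 66 peaks outside the assembled chromosomes, against 4, 3 and 5 in wild type. The PPARγ list held 70. The knockout and wild-type lists may therefore differ in processing or batch. The counts of the knockout lists summed to 1127079 for ATF3, 88033 for Jun and 868298 for JunD, and the median count per peak was 29, 18 and 35. The corresponding wild-type medians were 56, 25 and 50, but counts are not normalized and library totals of the knockout experiments are not in the files analysed here. A wild-type peak was called lost when no knockout peak of the same factor overlapped it by 1 bp, and PPARγ-bound when a PPARγ peak overlapped it. The share lost depends on the length of the knockout list and on peak strength, so it was also computed with lists of equal length and within bins that each hold 10% of the wild-type peaks ranked by count.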

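Fig. 7d shows Tmc6, Fkbp15 and a region near 61 Mb of chromosome 2. Tmc6 (ENSMUSG00000025572.17) lies on the minus strand of chromosome 11 from 117765988 to 117782198. In wild type it held Jun peaks from 117779413 to 117779769 with a count of 21 and from 117780759 to 117781022 with a count of 19, each overlapped by a PPARγ peak, and no Jun peak in the knockout. The wild-type ATF3 peak at the latter site, with a count of 84, also had no knockout counterpart, while JunD kept an overlapping peak there. At the former site JunD lost its peak, and ATF3 had a peak only in the knockout. BALB/cJ TGEMs had no Jun peak at Tmc6 in Veh either. Fkbp15 (ENSMUSG00000066151.11) lies on the minus strand of chromosome 4 from 62300342 to 62360548. Its strongest wild-type Jun peak, from 62349514 to 62349807 with a count of 60, had no knockout counterpart, whereas ATF3 kept a peak there with a count of 81 and JunD kept 1 with a count of 40. At the Fkbp15 promoter, a Jun peak with a count of 31 in wild type had a knockout counterpart with a count of 16. On chromosome 2, the wild-type Jun peak from 61139029 to 61139249 had a count of 53 and the knockout peak a count of 14. ATF3 had counts of 126 and 77 at that site, and JunD had 111 and 110 (no replicates, counts not normalized). The strongest Jun peaks with a PPARγ peak and no knockout Jun peak lay on chromosome 10 from 117277807 to 117278196 near Lyz2 and on chromosome 11 from 86586877 to 86587263 near Mir21a, with counts of 111 and 107.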

Representative browser tracks are shown for Jun binding in wild-type and PPARγ knockout macrophages (Fig. 7d). The protein expression of ATF3, Jun, and JunD are unchanged in PPARγ knockout TGEMs in comparison to wild type (Fig. 7e). ChIP-seq experiments in PPARγ knockout TGEMs show a marked reduction in Jun binding (Fig. 7a). 

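Of 15548 wild-type Jun peaks, 12156 had no Jun peak in the knockout (78.2%, 95% CI 77.5 to 78.8). Among peaks with a PPARγ peak, 7301 of 10227 were lost (71.4%, 70.5 to 72.3), and among peaks without, 4855 of 5321 (91.2%, 90.5 to 92.0). The odds ratio of loss for PPARγ-bound against unbound peaks was 0.24 (0.22 to 0.27, p = 2.89e-199 by Fisher's exact test on peaks). Bound peaks were stronger, and within bins of 10% of the peaks by count the Mantel-Haenszel odds ratio was 0.54 (p = 3.85e-25, n = 15548 peaks). Of the strongest 10% of Jun peaks 27.9% were lost (25.7 to 30.2, n = 1555), and of the weakest 10% 98.7% (98.0 to 99.2, n = 1554). At loci with a PPARγ peak, Jun lost 7301, kept 2936 and gained 556. Cutting the wild-type list to the 4290 strongest peaks, the length of the knockout list, lowered the loss to 47.3% (45.8 to 48.8, no replicates). The paper concludes that Jun binding is reduced from the change in binding strength at wild-type sites.

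**Figure D5:**
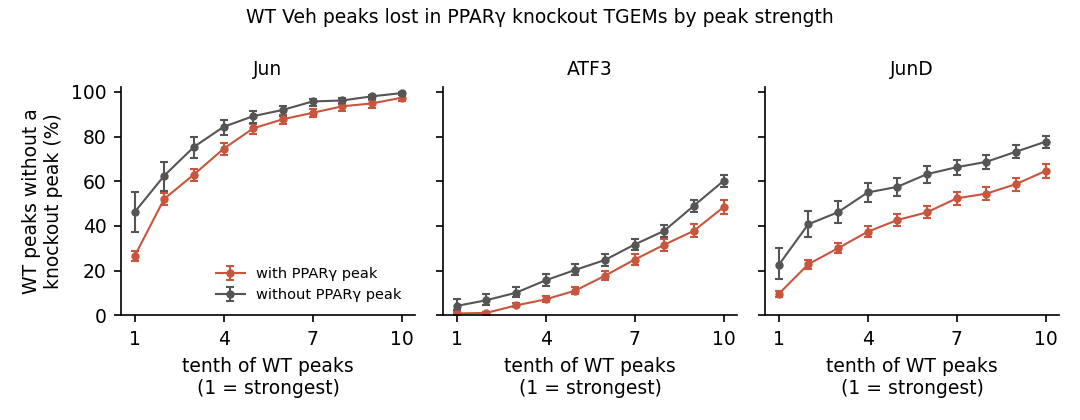
Percent of wild-type Veh peaks of Jun, ATF3 and JunD without a knockout peak of the same factor (vertical axis) in bins of 10% of the wild-type peaks ranked by count (horizontal axis, 1 is the strongest bin), for peaks with and without a PPARγ peak. Bars are 95% Wilson intervals, and in the strongest bin of Jun 26.4% of peaks with and 46.2% of peaks without a PPARγ peak are lost.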

In contrast, ATF3 and JunD show little change in binding (Fig. 7b, c). 

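Of 23160 wild-type ATF3 peaks, 5046 had no ATF3 peak in the knockout (21.8%, 95% CI 21.3 to 22.3), and of 19653 JunD peaks, 9136 had none (46.5%, 45.8 to 47.2). At loci with a PPARγ peak, ATF3 lost 2078, kept 11934 and gained 3910, and JunD lost 5258, kept 8354 and gained 3590. Loss was again less frequent at PPARγ-bound peaks, at 14.9% against 32.4% for ATF3 and 38.7% against 64.0% for JunD. The odds ratio of loss was 12.9 (12.2 to 13.5) for Jun against ATF3 and 4.1 (3.9 to 4.3) for Jun against JunD, with Fisher's exact p at the floor of 1e-300 for both. When each list was cut to its 4290 strongest peaks, 47.3% of Jun, 17.1% of ATF3 and 27.3% of JunD peaks were lost, and the odds ratios were 4.4 (3.9 to 4.8) and 2.4 (2.2 to 2.6). Within bins of equal rank they were 34.7 and 6.0 (no replicates). From the binding of ATF3 and JunD themselves, the paper concludes that they change little, in contrast to Jun.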

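The sequence AGGTCA was present in 17.9% of 7299 PPARγ-bound Jun peaks that were lost in the knockout (95% CI 17.1 to 18.8) and in 16.2% of 5321 Jun peaks without PPARγ (15.2 to 17.2). The odds ratio was 1.13 (1.03 to 1.24, p = 0.011 by Fisher's exact test). PPARγ-bound Jun peaks that were kept held it more often, in 22.1% of 2925 (20.6 to 23.6), an odds ratio of 0.77 for lost against kept (0.69 to 0.86, exact p = 1.67e-06). The full motif, AGGTCANAGGTCA with up to 2 mismatches, was present in 4.6% of bound lost, 4.6% of bound kept and 2.6% of unbound peaks. In the central 100 bp the odds ratio of AGGTCA for bound lost against unbound was 1.05 (0.94 to 1.18, exact p = 0.386), with centres within 100 bp it was 1.21 (1.11 to 1.33, p = 3.29e-05), and RGGTCA gave 1.24 (1.15 to 1.35, p = 1.51e-07). Peaks and not replicates are the unit of these tests (no replicates). The paper compared motif scores in place of exact matches, and reasons from higher scores at the bound loci that lost Jun.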

We found that PPARγ bound loci where Jun binding is lost in the PPARγ knockout tended to score higher for the PPARγ half site motif in comparison to Jun bound loci that did not overlap with PPARγ binding (independent *T*-test *p* < 5e−05). To verify the specificity of the Jun antibody we also performed ChIP-seq on Jun in CRISPR mediated Jun knockout iBMDM cells and iBMDM transduced with scramble control. We observed substantial loss of Jun binding in the Jun KO cells in comparison to iBMDM cells transduced with scramble control (12 versus 25,041 peaks detected with IDR < 0.05) (Supplementary Fig. 7). 

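Of the 10558 loci with ATF3, Jun and JunD in wild type, 7330 (69.4%, 95% CI 68.5 to 70.3) had no Jun peak in the knockout. ATF3 or JunD kept a peak at 6656 of these (90.8%, 90.1 to 91.4), and both kept a peak at 3721 (50.8%, 49.6 to 51.9). Among such loci with a PPARγ peak, 5259 of 8090 lost Jun (65.0%, 64.0 to 66.0), and among those without, 2071 of 2468 (83.9%, 82.4 to 85.3). At PPARγ-bound peaks alone, the odds ratio of loss was 14.3 (13.4 to 15.2) for Jun against ATF3 and 4.0 (3.7 to 4.2) for Jun against JunD. At unbound peaks it was 21.8 (19.6 to 24.2) and 5.9 (5.2 to 6.5, no replicates). Between wild type and knockout with lists of 4290 peaks each, the odds ratio of Jun loss for bound against unbound peaks was 0.43. From the loss of Jun next to the smaller changes of ATF3 and JunD, the paper concludes that PPARγ acts on Jun recruitment in particular.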

Collectively, these results confirm that PPARγ specifically affects Jun recruitment.

**Fig. 7:**
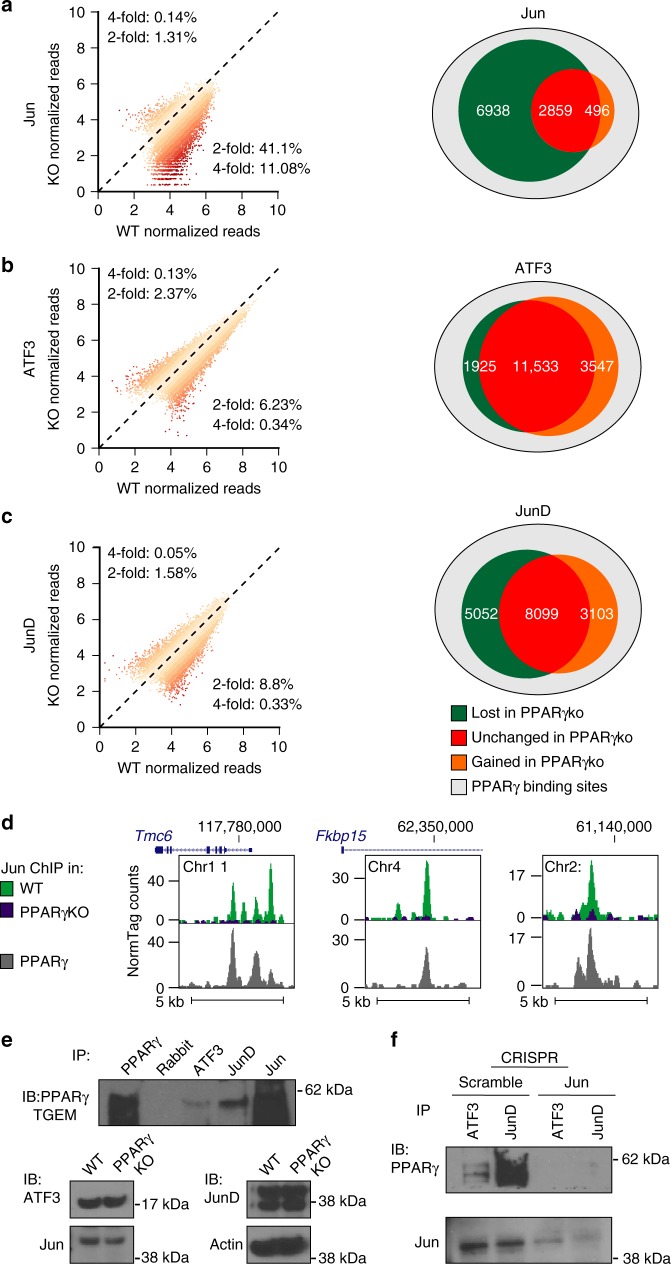
The Jun-specific DNA binding program is preferentially altered in PPARγ knockout macrophages. **a**–**c** Changes in binding strength all binding sites in wild type macrophages in PPARγ-KO macrophages (left) and Venn diagrams summarizing the change in binding at binding sites that overlap with PPARγ (right) for Jun (**a**), ATF3 (**b**), and JunD (**c**). **d** Representative browser shots of Jun in WT and PPARγ-KO thioglycollate elicited macrophages (TGEMs) and PPARγ in WT TGEMs. **e** Western blot analysis of co-immunoprecipitation experiments between AP-1 monomers ATF3, Jun and JunD and PPARγ in TGEMs. **f** Western blot analysis of co-immunoprecipitation experiments between AP-1 monomers ATF3 and JunD and PPARγ in scramble immortalized bone marrow-derived macrophage (iBMDM) or CRISPR-mediated Jun knockout iBMDM

We then probed the interactions between PPARγ and AP-1 family members by co-immunoprecipitation. ATF3, Jun, and JunD co-precipitated with PPARγ (Fig. 7e). As AP-1 binds as a dimer, ATF3 and JunD may be interacting with PPARγ indirectly by dimerizing with Jun. To confirm that Jun is required for interaction of ATF3 and JunD with PPARγ, we performed Co-IP from iBMDM cells in which Jun was knocked out using CRISPR/Cas9 (Supplementary Fig. 1B). We found a loss of interaction between PPARγ and ATF3 or JunD in JunKO cells as compared to scramble control (Fig. 7f). This suggests that ATF3 and JunD do not interact with PPARγ in the absence of Jun.

## Discussion

We demonstrate that AP-1 monomers have both distinct and overlapping transcriptional functions and genome-wide binding patterns in macrophages. Monomer-specific differences in DNA binding are not due to differences in the DBD contact residues as demonstrated by ATF3 chimeras with Jun or Fos DBDs. These observations led us to hypothesize that monomer-specific DNA binding patterns result from locus-specific interactions with different ensembles of collaborating TFs. To address this question, we developed a machine learning model that identified combinations of motifs that are correlated with the binding of a TF. Through this approach, we inferred TF cooperation via the presence of DNA motifs correlated with the binding of each AP-1 monomer. Leveraging the natural genetic variation found between C57BL/6J and BALB/cJ, we confirmed that mutations in motifs predicted by TBA affect AP-1 binding. Finally, we confirmed that PPARγ plays a preferential role in coordinating Jun binding in TGEMs.

In designing our machine learning model, we optimized for interpretability. We leveraged logistic regression, a relatively simple method, to accurately predict TF binding, and we were able to extract TF motifs underlying these predictions, allowing for the generation of biological hypotheses that can be experimentally validated. A secondary benefit of this approach is that the software can be readily used without specialized computing equipment or a high level of computational understanding. To improve the ability of TBA to robustly identify motifs of interest, we programmatically curated a library that “captures” the core of each motif, thereby mitigating collinearity, which can cause machine learning models to produce inaccurate results. By jointly weighing this library of motifs, TBA enables the detection of combinations of TF binding sites that can predict the distinct and overlapping DNA binding of families of TFs that recognize similar sequences. More broadly, TBA can be applied to predict the effects of mutations on TF binding, and identify determinants of enhancer activation and open chromatin.

There are additional complexities in TF binding and enhancer activation we have not explored. Transcriptional regulation may be encoded by the spacing between motifs as well as the specific arrangement of motifs. Recent neural network architectures, such as CapsuleNets, could allow modeling of these complex properties^45–47^. Although more complex machine learning techniques can be applied to predict TF binding and chromatin state^48–50^, it is challenging to extract insights from these models. Efforts to build more advanced methods to extract information from machine learning models will allow not only for interpretation of future models of greater complexity, but also better understanding of existing models^51^. For example, the procedure used by Ghandi et al. to retrieve motifs from gkm-SVM can likely be improved to retrieve additional PWMs^40^.

Collectively, our findings suggest two classes of collaborative TFs: (1) highly ranked TFs that are strongly correlated with the binding of all AP-1 monomers, including TFs important to macrophage identity such as such as PU.1 and C/EBPs^10,11,13,52–54^ (Fig. 4a, black and gray boxes), and (2) moderately ranked TFs that specify the binding of individual AP-1 monomers (Fig. 4a, red and blue boxes). The former likely consists of TFs that play a role in opening chromatin while the latter class of TFs may allow for tuning the optimal level of transcriptional activation or response. These two classes of motifs were also seen in TLR4 activated macrophages where highly ranked motifs, such as NFκB, were correlated with the binding of all AP-1 family members (Supplementary Table 1), while a large set of moderately ranked motifs distinguished each AP-1 monomer (Supplementary Fig. 5C). Overall, these studies provide evidence that collaborative interactions of TFs allow a single DNA motif to be used in a wide variety of contexts, which may be a general principle for how transcriptional specificity is encoded by the genome.

## Methods

### Statistical analyses

In Fig. 1c, differences in gene expression was tested using the independent *T*-test (degree of freedom = 1, two-tailed) on two replicate experiments (*n* = 2). Differentially expressed genes in Fig. 1b were identified using EdgeR^55^ with default parameters, and using the cut offs FDR < 0.05 and log2 fold change ≥2. In Fig. 2c, differences between each group (Veh, Shared, and KLA 1 h) were examined using independent *T*-test (degree of freedom = 1, two-tailed); the number of loci in each group for each monomer are as follows ATF3 (Veh = 1447, Shared = 7460, KLA = 6997), Jun (2390, 3751, 3401), JunD (1351, 5976, 6422). Significance for motifs in Fig. 4a was calculated using the likelihood ratio test (degree of freedom = 1) comparing the predictions made by the full TBA model and the perturbed TBA model at all loci bound in Veh-treated macrophages for Atf3 (*n* = 23,160), Jun (*n* = 15,548), and JunD (*n* = 19,653). Significance for motifs in Supplementary Fig. 4C was calculated using the likelihood ratio test (degree of freedom = 1) comparing the predictions made by the full TBA model and the perturbed TBA model at all loci bound by JunD in GM12878 (*n* = 7451), H1-hESC (*n* = 12,931), HepG2 (*n* = 41,318), K562 (*n* = 47,477), and SK-N-SH (38,960). Significance for motifs in Fig. 5b, Supplementary Fig. 5B, and Supplementary Fig. 5C was calculated using the likelihood ratio test (degree of freedom = 1) comparing the predictions made by the full TBA model and the perturbed TBA model at all loci bound in KLA treated macrophages for Atf3 (*n* = 36,745), Jun (*n* = 17,481), JunD (*n* = 31,641), Fos (*n* = 24,365), Fosl2 (*n* = 10,619), and JunB (*n* = 13,376). Significance values for Fig. 6f and S6F were calculated using the *F*-test; the number of loci analyzed for monomers in Vehicle-treated macrophages are ATF3 (*n* = 4163), Jun (*n* = 3004), and JunD (*n* = 4148); the number of loci analyzed for monomers in KLA-treated macrophages are: Atf3 (*n* = 4577), Jun (*n* = 3232), JunD (*n* = 4366), Fos (*n* = 4477), and JunB (*n* = 3616).

### Generating custom genome for BALB/cJ

A custom genome for BALB/cJ by replacing invariant positions of the mm10 genome with alleles reported by the Mouse Genomes Project (version 3 VCF file)^43^. For C57BL/6J the mm10 reference genome from the UCSC genome browser was used. To allow for comparisons between BALB/cJ and C57BL/6J during analysis, the coordinates for the custom genome for BALB/cJ was shifted to match the positions of the mm10 reference genome using MARGE^34^. We did not analyze any reads that fell within deletions in BALB/cJ. Reads that overlapped with an insertion were assigned to the last overlapping position in the reference strain.

### Analysis of ChIP-seq peaks

Sequencing reads from ChIP-seq experiments were mapped to the mm10 assembly of the mouse reference genome (or the BALBc/J custom genome) using the latest version of Bowtie2 with default parameters^56^. Mapped ChIP-seq reads to identify putative TF binding sites with HOMER^57^ findPeaks command (with parameters -size 200 -L 0 -C 0 -fdr 0.9), using the input ChIP experiment corresponding to the treatment condition. In order to reduce the number of false positive peaks, we calculated the IDR at each peak (using version 2.0.3 of the idr program) with the HOMER peak score calculated for each replicate experiment as the input to IDR and then filtered all peaks that had IDR ≥ 0.05^58^. De novo motifs were calculated with the HOMER findMotifsGenome.pl command with default parameters. Enrichment of de novo motifs was calculated using the findKnownMotifs.pl program in HOMER with default parameters.

Quantification of RNA expression reads generated from RNA-seq experiments were aligned to the mm10 mouse reference genome (or the BALBc/J custom genome) using STAR aligner with default parameters^59^. To quantify the expression level of each gene, we calculated the RPKM with the reads that were within an exon. Un-normalized sequencing reads were used to identify differentially expressed genes with EdgeR^55^; we considered genes with FDR < 0.05 and a change in expression between two experimental conditions two fold or greater differentially expressed. To quantify the expression of nascent RNAs we annotated our ChIP-seq peaks with the number of GRO-seq reads (normalized to 10 million) that were within 500 bps of the peak center using the HOMER annotatePeaks.pl command.

### TBA model training

For each AP-1 monomer under each treatment condition, we trained a model to distinguish binding sites for each monomer from a set of randomly selected genomic loci. The set of random background loci used to train each model was selected according to the following criteria: (1) the GC content distribution of the background loci matches the GC content of the binding sites for a given monomer, (2) contain no ambiguous or unmappable positions, and (3) the number of background sequences matches the number of binding sites k. For each of the sequences in the combined set of the binding sites and background loci, we calculated the highest log-odds score (also referred to as motif score) for each of the *n* motifs that will be included in the model^60^ Motif matches in both orientations were considered. Log-odds scores less than 0 were set to 0. Per standard preprocessing procedures prior to training a linear model, we standardized the log-odds scores for each motif, scaling the set of scores for each motif so that the mean value is 0, and the variance is 1. Standardization scales the scores for all motifs to the same range (longer motifs have a larger maximum score) and also helps to reduce the effect of multi-collinearity on the model training. And so, the features used for training our model is an *n* by 2k matrix of log-odds scores standardized across each row. To generate the corresponding array of labels, we assigned each binding site a label of 1 and each background loci a label of 0. Using this feature matrix, and label array, we trained weights for each motif using an L1 penalized logistic regression model as implemented by the scikit-learn Python package^61^. Motif weights shown in our analysis are the mean values across five rounds of cross-validation, using 80% of the data for training and 20% for testing in each round. Models were trained for ChIP-seqs generated in this study as well as data downloaded from the NCBI Gene Expression Omnibus (accession number GSE46494) and the ENCODE data portal (https://www.encodeproject.org).

### Quantification of multiple collinearity

To assess the extent of multi-collinearity in the motif score features we used to train our models, we took each feature matrix corresponding to each experiment and calculated the VIF for each motif^38^. To calculate the VIF, we first determine the coefficient of determination, R2, for each motif by regressing the log-odds scores for one motif against the log-odds scores of the remaining motifs. Next using the coefficient of determination, the tolerance for each motif can be calculated as the difference between 1 and the coefficient of determination (1 − *R*^2^). The VIF is the reciprocal of the tolerance $$\frac{1}{{1 - R^2}}$$. We used the linear_model module of sklearn Python package to calculate the coefficient of determination.

### Motif clustering and merging

We scored the similarity of all pairs of DNA sequence motifs by calculating the Pearson correlation of the aligned position probability matrices (PPMs) corresponding to a given pair of motifs^62^. The Pearson correlation for a pair of motifs *A* and *B* of length *i* is calculated using the formula:

1 $$\frac{{\Sigma _i\Sigma _j^4(A_{ij} - \bar A_i)(B_{ij} - \bar B_i)}}{{\sqrt {(\Sigma _i\Sigma _j^4(A_{ij} - \bar A_i))^2} \sqrt {\left( {\Sigma _i\Sigma _j^4(B_{ij} - \bar B_i)} \right)^2} }}$$

PPMs were first aligned using the Smith–Waterman alignment algorithm^63^. Shorter motifs are padded with background frequency values prior to alignment. Gaps in the alignment were not allowed and each position in the alignment was scored with the Pearson correlation. The Pearson correlation was then calculated using the optimal alignment. Next, sets of motifs that have PPMs with a Pearson correlation of 0.9 or greater were merged by iteratively aligning each PPM within the set, and then averaging the nucleotide frequencies at each position.

### Assessing significance of motifs for TBA

*p*-Values for TBA were calculated using the log-likelihood ratio test. Each motif was removed from the set of features used to train a perturbed TBA model (using five-fold cross-validation). We then used the full model (containing all motifs) and the perturbed model to calculate the likelihood of observing binding on all binding sites and background sequences for a given monomer and all the background regions. The difference in the likelihoods calculated by the full model and the perturbed model was then used to perform the chi-squared test for each motif. The chi-squared test was performed using the scipy python package^64^.

### Comparison to other methods

BaMM motif and gkm-SVM were both run with default parameters. We used the latest version of the larger scale gkm-SVM, LS-GKM (compiled from source code downloaded from https://github.com/Dongwon-Lee/lsgkm on 8/25/16), and BaMM motif; v1.0 downloaded from https://github.com/soedinglab/BaMMmotif^39,65^. Both models were trained using five-fold cross-validation. Model performance was scored using roc_auc_score and precision_score functions from the metrics module of sklearn.

### Predicting changes in AP-1 binding after one-hour KLA treatment

To predict the change in binding after KLA treatment, we leveraged the motif weights learned for each of the *n* motifs (*w*_*n*_) by a TBA model trained on the Vehicle-treated data (*W*_veh_ = [*w*_veh,1_,…*w*_veh,*n*_]) and a TBA model trained on the 1-h KLA treated data (*W*_kla_ = [*w*_kla,1_,…*w*_kla,*n*_]) for each AP-1 monomer. The predicted change in binding for each sequence is then the difference between the dot product of the standardized motif scores calculated for the sequence each of the *k* binding sites (*S*_*k*_ = [*s*_1,*k*_,…,*s*_*n*,*k*_]) with the KLA motif weights and the dot product of the motif scores and the Veh motif weights (Δ_kla−veh,*k*_ = *W*_kla_⋅*S*_*k*_ − *W*_veh_⋅*S*_*k*_). Predictions were made for all genomic loci that intersected with a peak for one of the AP-1 monomers in either the vehicle or KLA treatment condition.

### Predicting strain-specific binding with TBA

To predict strain-specific binding, we leveraged the motif weights learned for each of the *n* motifs (*w*_*n*_) by a TBA model (*W* = [*w*_1_,…,*w*_*n*_]) for each AP-1 monomer using the C57BL/6J data, and the motif scores calculated for each of the *k* binding sites using the genomic sequence for C57BL/6J and BALBc/J (*S*_C57,*k*_ = [*s*_C57,1,*k*_,…,*s*_C57,*n*,*k*_], *S*_BAL,*k*_ = [*s*_BAL,1,*k*_,…,*s*_BAL,*n*,*k*_]). Next, we computed the difference of the motif scores for C57BL6/J and BALBc/J (*D*_*n*_ = [*s*_C57,*n*,1_ − *s*_BAL,*n*,1_,…,*s*_C57,*n*,*k*_ − *s*_BAL,*n*,*k*_]) and then standardized the score differences for each motif across all the *k* binding sites that had a mutation when comparing BALBc/J to C57BL/6J, yielding standardized motif score differences for each binding site (*Z*_*n*_ = standardize(*D*_*n*_) = [*z*_*n*,1_,…,*z*_*n*,*k*_]). Finally, we then made a prediction for strain-specific binding by computing the dot product of the motif weights and the standardized difference of the motif scores between C57BL6/EiJ and BALBc/J for the kth mutated binding site (Δ_C57−BAL_ = *W*⋅[*z*_1,*k*_,…,*z*_*n*,*k*_]).

### TBA-2Strain model training

For each genomic loci that intersected with a peak for one of the AP-1 monomers, in either C57BL/6J or BALBc/J, we calculated the highest log-odds score for each of the *n* motifs that will be included in the model, using the genomic sequence from both strains, yielding a two sets of motif scores for each of the *k* binding sites (*S*_C57,*k*_ = [*s*_C57,1,*k*_,…,*s*_C57,*n*,*k*_], *S*_BAL,*k*_ = [*s*_BAL,1,*k*_,…,*s*_BAL,*n*,*k*_]). Motif matches in both orientations were considered. Log-odds scores less than 0 were set to 0. Using the motif scores, we compute the standardized difference of the motif scores across the two strains as described in the above section (*Z*_*n*_ = [*z*_*n*,1_,…,*z*_*n*,*k*_]). And so, the features used for training our model is an *n* by *k* matrix of log-odds scores standardized across each row. Next, we calculated the log2 fold ratio of the number of ChIP-seq reads in C57BL/6J compared to BALBc/J to represent the extent of strain-specific binding. Using this feature matrix, and setting the log2 fold ratio of binding between the two strains as the dependent variable, we trained weights for each motif using linear regression as implemented by the scikit-learn Python package. Motif weights shown in our analysis are the mean values across five rounds of cross-validation, using 80% of the data for training and 20% for testing in each round. Predictions for strain-specific binding can be made using the calculated weights following the procedure in the previous section.

### ChIP protocol

Protein A and G Dynabeads 50/50 mix from Invitrogen are sued for ChIP (10001D, 10003D). IP mix consists of 20 μL beads/2 μg antibody per 2 million cell ChIP. Antibodies against AP-1 family members were chosen for targeting of non-conserved regions to minimize the potential for non-specific binding. Antibodies are listed in Supplementary Table 3. For preparation, beads were washed with 2× 0.5% BSA–PBS, then beads–antibody were incubated with 0.5% BSA–PBS for at least 1 h on rotator (4 °C). Wash 2× with 0.5% BSA–PBS, then resuspended in dilution buffer (1% Triton, 2 mM EDTA, 150 mM NaCl, 20 mM Tris–HCl (pH 7.4), 1× Protease Inhibitors). Double crosslinking for ChIP: Media was decanted from cells in 10 cm plates, wash once briefly with PBS (RT). Disuccinimidyl glutarate (Pierce Cat # 20593) (diluted in DMSO at 200 mM)/PBS (RT) was used for 10 min. Then formaldehyde was added to a final concentration of 1% for an additional 10 min. Reaction was quenched with 1:10 1 M Tris pH 7.4 on ice. Cells were collected and washed twice with cold PBS, spinning at 1000 × *g* for 5 min. Nuclei isolation and sonication: Resuspend cell pellets in 1 mL of nuclei isolation buffer (50 mM Tris–pH 8.0, 60 mM KCl, 0.5% NP40) + PI and incubate on ice for 10 min. Centrifuge 2000 × *g* for 3 min at 4 °C. Resuspend nuclei in 200 μL of fresh lysis buffer (0.5% SDS, 10 mM EDTA, 0.5 mM EGTA, 50 mM Tris–HCl (pH 8)) + PI. Sonication: Nuclei were then sonicated (10 million cells) for 25 min in a Biorupter (settings = 30 s = On, 30 s = Off, Medium) using thin wall tubes (Diagenode Cat# C30010010). After sonication spin max speed for 10 min at 4 °C. ChIP set up: Sonicated DNA was diluted 5× with 800 Dilution Buffer (1% Triton, 2 mM EDTA, 150 mM NaCl, 20 mM Tris–HCl (pH 7.4), 1× protease inhibitors). An aliquot is removed for input samples (5%). Samples ON at 4 °C while rotating. Washing: ChIP are washed 1× with TSE I (20 mM Tris–HCl pH 7.4, 150 mM NaCl, 0.1% SDS, 1% Triton X-100, 2 mM EDTA), 2× with TSE III (10 mM Tris–HCl pH 7.4, 250 mM LiCl, 1% IGEPAL, 1% deoxycholate, 1 mM EDTA), 1× with TE + 0.1% Triton X-100, transfer to new tube and then wash another time with TE + 0.1% Triton X-100. Elution: Elute with 200 μL elution buffer (1% SDS, 10 mM Tris pH 7.5) for 20 min at RT, shaking on the vortex or a nutator or rotator. De-crosslinking: Add 10 μL of 5 M NaCl and incubate ON at 65 °C (or at least 8 h). Clean up samples using Zymo ChIP DNA Clean and Concentrator. Elute in 100 μL. Take 40 μL and proceed to library prep protocol.

### PolyA RNA isolation and fragmentation

RNA isolation: RNA was isolated using TRIZOL-reagent (Ambion cat# 15596018) and DIRECT-ZOL RNA mini-prep kit (cat# 11-330MB). Poly-A RNA isolation: Use 0.2 total RNA as starting material for ideal mapping efficiency and minimal clonality. Collect 10 μL oligo (dT) (NEB cat# S1419S) beads per RNA sample. Beads were washed twice with 1× DTBB (20 mM Tris–HCl pH 7.5, 1 M LiCl, 2 mM EDTA, 1% LDS, 0.1% Triton X-100). Beads were resuspended in 50 μL of 2× DTBB. 50 μL of beads were mixed with 50 μL RNA and heated to 65 °C for 2 min. RNA-beads were then incubated for 10 min at RT while rotating. RNA-beads were then collected on a magnet and washed 1× each with RNA WB1 (10 mM Tris–HCl pH 7.5, 0.12 M LiCl, 1 mM EDTA, 0.1% LDS, 0.1% Triton X-100) and WB3 (10 mM Tris–HCl pH 7.5, 0.5 M LiCl, 1 mM EDTA). Add 50 μL Tris–HCl pH 7.5 and heat to 80 °C for 2 min to elute. Collect RNA and perform a second Oligo-dT bead collection. After washing the second collection, instead of eluting was 1× with 1× first strand buffer; 250 mM Tris–HCl (pH 8.3), 375 mM KCl, 15 mM MgCL_2_ (ThermoFisher SSIII kit Cat# 18080093). Fragmentation: Then add 10 μL of 2× first strand buffer plus 10 mM DTT and fragment DNA at 94 °C for 9 min. Collect beads on magnet and transfer eluate containing fragmented mRNA to a new PCR strip. Should recover 10 μL fragmented RNA. First strand synthesis: We mixed fragmented RNA with 0.5 μL random primer (3 μg/μL) Life Tech #48190-011, 0.5 μL oligo-dT (50 μM from SSIII kit), 1 μL dNTPs (10 mM Life Tech, cat 18427088) and 0.5 μL SUPERase-In (ThermoFisher Cat#AM2696) and heat 50 °C for 1 min. Immediately place on ice. We then added 5.8 μL ddH_2_O, 0.1 μL actinomycin (2 μg/μL Sigma cat#A1410), 1 μL DTT (100 mM Life Tech cat# P2325), 0.2 μL of 1% Tween and 0.5 μL of Superscript III and incubate 25 °C for 10 min, then 50 °C for 50 min. Bead clean up: We added 36 μL of RNAClean XP (Ampure XP) and mixed, incubating for 15 min on ice. The beads were then collected on a magnet and washed 2× with 75% ethanol. Beads were then air-dried for 10 min and elute with 10 μL nuclease-free H_2_O. Second strand synthesis. 10 μL of cDNA/RNA was mixed with 1.5 μL 10× Blue Buffer (Enzymatics cat# B0110L), 1 μL dUTP/dNTP mix (10 mM Affymetrix cat# 77330), 0.1 μL dUTP (100 mM Affymetrix cat# 77206), 0.2 μL RNase H (5 U/μL Enzymatics cat# Y9220L), 1 μL DNA polymerase I (10 U/μL Enzymatics cat#P7050L), 0.15 μL 1% Tween-20 and 1.05 μL nuclease-free water. Reaction was incubated at 16 °C for 2.5 h. Bead clean up: DNA was purified by adding 1 μL Seradyn 3 EDAC SpeedBeads (Thermo 6515-2105-050250) per reaction in 28 μL 20% PEG8000/2.5 M NaCl (13% final concentration) and incubating at RT for 10 min. Beads were then collected on a magnet and washed 2× with 80% ethanol. Beads were air-dried for 10 min and eluted in 40 μL of nuclease-free water. DNA is ready for library prep.

### Library prep protocol

dsDNA end repair: We mixed 40 μL of DNA from ChIP or RNA protocols with 2.9 μL of H_2_O, 0.5 μL 1% Tween-20, 5 μL 10× T4 ligase buffer (Enzymatics cat# L6030-HC-L), 1 μL dNTP mix (10 mM Affymetrix 77119), 0.3 μL T4 DNA pol (Enzymatics P7080L), 0.3 μL T4 PNK (Enzymatics Y9040L), 0.06 μL Klenow (Enzymatics P7060L) and incubated for 30 min at 20 °C. 1 μL of Seradyn 3 EDAC SpeedBeads (Thermo 6515-2105-050250) in 93 μL 20% PEG8000/2.5 M NaCl (13% final) was added and incubated for 10 min. Bead clean-up: Beads were collected on a magnet and washed 2× with 80% ethanol. Beads were air-dried for 10 min and then eluted in 15 μL ddH_2_O. dA-Tailing. DNA was mixed with 10.8 μL ddH_2_O, 0.3 μL 1% Tween-20, 3 μL Blue Buffer (Enzymatics cat# B0110L), 0.6 μL dATP (10 mM Tech 10216-018), 0.3 μL Klenow 3-5 Exo (Enzymatics P7010-LC-L) and incubated for 30 min at 37 °C. 55.8 μL 20% PEG8000/2.5 M NaCl (13% final) was added an incubated for 10 min. Then bead clean up was done. Beads were eluted in 14 μL. Y-shape adapter ligation. Sample was mixed with 0.5 μL of a BIOO barcode adapter (BIOO Scientific cat# 514104), 15 μL Rapid Ligation Buffer (Enzymatics cat@ L603-LC-L), 0.33 μL 1% Tween-20 and 0.5 μL T4 DNA ligase HC (Enzymatics L6030-HC-L) and incubated for 15 min at RT. 7 μL of 20% PEG8000/2.5 M NaCl was added and incubated for 10 min at RT. Bead clean up was performed and beads were eluted in 21 μL. 10 μL was then used for PCR amplification (14 cycles) with IGA and IGB primers (AATGATACGGCGACCACCGA, CAAGCAGAAGACGGCATACGA).

### GRO-seq

Nascent transcription was captured by global nuclear run-on sequencing (GRO-seq). Nuclei were isolated from TGEMs using hypotonic lysis (10 mM Tris–HCl (pH 7.5), 2 mM MgCl_2_, 3 mM CaCl_2_; 0.1% IGEPAL CA-630) and flash frozen in GRO-freezing buffer (50 mM Tris–HCl (pH 7.8), 5 mM MgCL_2_, 40% Glycerol). Run-on. 3–5 × 10^6^ BMDM nuclei were run-on with BrUTP-labeled NTPs with 3× NRO buffer (15 mM Tris–Cl (pH 8.0), 7.5 mM MgCl_2_, 1.5 mM DTT, 450 mM KCl, 0.3 U/μL of SUPERase In, 1.5% Sarkosyl, 366 μM ATP, GTP (Roche), Br-UTP (Sigma 40 Aldrich) and 1.2 μM CTP (Roche, to limit run-on length to ~40 nucleotides)). Reactions were stopped after 5 min by addition of 500 μL Trizol LS reagent (Invitrogen), vortexed for 5 min and RNA extracted and precipitated as described by the manufacturer. RNA pellets were resuspended in 18 μL ddH_2_O + 0.05% Tween (dH_2_O + T) and 2 μL fragmentation mix (100 mMZnCL_2_, 10 mM Tris–HCl (pH 7.5)), then incubated at 70 °C for 15 min. Fragmentation was stopped by addition of 2.5 μL of 100 mM EDTA. BrdU enrichment. BrdU enrichment was performed using BrdU antibody (IIB5) and AC beads (Santa Cruz, sc-32323 AC, lot #A0215 and #C1716). Beads were washed once with GRO binding buffer (0.25× saline-sodium-phosphate-EDTA buffer (SSPE), 0.05% (vol/vol) Tween, 37.5 mM NaCl, 1 mM EDTA) + 300 mM NaCl followed by three washes in GRO binding buffer and resuspended as 25% (vol/vol) slurry with 0.1 U/μL SUPERase-in. To fragment RNA, 50 μL cold GRO binding buffer and 40 μL equilibrated BrdU antibody beads were added and samples slowly rotated at 4 °C for 80 min. Beads were subsequently spun down at 1000 × *g* for 15 s, supernatant removed and the beads transferred to a Millipore Ultrafree MC column (UFC30HVNB; Millipore) in 2 × 200 μL GRO binding buffer. The IP reaction was washed twice with 400 μL GRO binding buffer before RNA was eluted by incubation in 200 μL Trizol LS (ThermoFisher) under gentle agitation for 3 min. The elution was repeated a second time, 120 μL of dH_2_O + T added to increase the supernatant and extracted as described by the manufacturer. End repair and decapping: For end-repair and decapping, RNA pellets were dissolved in 8 μL TET (10 mM Tris–HCl (pH 7.5), 1 mM EDTA, 0.05% Tween 20) by vigorous vortexing, heated to 70 °C for 2 min and placed on ice. After a quick spin, 22 μL Repair master mix (3 μL 10× PNK buffer, 15.5 μL dH_2_O + T, 0.5 μL SUPERase-In RNase Inhibitor (10 U), 2 μL PNK (20U), 1 μL RppH (5U)) was added, mixed and incubated at 37 °C for 1 h. To phosphorylate the 5′end, 0.5 μL 100 mM ATP was subsequently added and the reactions were incubated for another 45 min at 37 °C (the high ATP concentration quenches RppH activity). Following end repair, 2.5 μL 50 mM EDTA was added, reactions mixed and then heated to 70 °C for 2 min before being placed on ice. A second BrdU enrichment was performed as detailed above. RNA pellets were dissolved in 2.75 μL TET + 0.25 μL Illumina TruSeq 3′Adapter (10 μM), heated to 70 °C for 2 min and placed on ice. 7 of 3′master mix (4.75 μL 50% PEG8000, 1 μL 10× T4 RNA ligase buffer, 0.25 μL SUPERase-In, 1 μL T4 RNA Ligase 2 truncated (200U; NEB)) was added, mixed well and reactions incubated at 20 °C for 1 h. Reactions were diluted by addition of 10 μL TET + 2 μL 50 mM EDTA, heated to 70 °C for 2 min, placed on ice and a third round of BrUTP enrichment was performed. RNA pellets were transferred to PCR strips during the 75% ethanol wash and dried. Samples were dissolved in 4 μL TET (10 mM Tris–HCl (pH 7.5), 0.1 mM EDTA, 0.05% Tween 20) + 1 μL 10 μM reverse transcription (RT) primer. To anneal the RTprimer, the mixture was incubated at 75 °C for 5 min, 37 °C for 15 min and 25 °C for 10 min. To ligate the 5′ Illumina TruSeq adapter, 10 μL 5′master mix (1.5 μL dH_2_O + 0.2% Tween 20, 0.25 μL denaturated 5′TruSeq adapter (10 μM), 1.5 μL 10× T4 RNA ligase buffer, 0.25 μL SUPERase-In, 0.2 μL 10 mM ATP, 5.8 μL 50% PEG8000, 0.5 μL T4 RNA ligase 1 (5U; NEB)) was added and reactions were incubated at 25 °C for 1 h. Reverse transcription was performed using Protoscript II (NEB) (4 μL 5× NEB FirstStrand buffer (NEB; E7421AA), 0.25 μL SUPERase-In, 0.75 μL Protoscript II (150U; NEB)) at 50 °C for 1 h. After addition of 30 μL PCR master mix (25 μL 2× LongAmp Taq 2× Master Mix (NEB), 0.2 μL 100 μM forward primer, 2.8 μL 5 M betaine and 2 μL 10 μM individual barcoding primer), mixtures were amplified (95 °C for 3 min, (95 °C for 60 s, 62 °C for 30 s, 72 °C for 15 s) x13, 72 °C for 3 min). PCR reactions were cleaned up using 1.5 volumes of SpeedBeads (GE Healthcare) in 2.5 M NaCl/20% PEG8000. Libraries were size selected on PAGE/TBE gels to 160–225 base pairs. Gel slices were shredded by spinning through a 0.5 mL perforated PCR tube placed on top of a 1.5 mL tube. 150 μL Gel EB (0.1% LDS, 1 M LiCl, 10 mM Tris–HCl (pH 7.8)) was added and the slurry incubate under agitation overnight. To purify the eluted DNA, 700 μL Zymogen ChIP DNA binding buffer was added into the 1.5 mL tube containing the shredded gel slice and the Gel EB, mixed by pipetting and the slurry transferred to a ZymoMiniElute column. Samples were first spun at 1000 × *g* for 3 min, then 10,000×*g* for 30 s. Flow through was removed, and samples washed with 200 μl Zymo WashBuffer (with EtOH). Gel remainders were removed by flicking and columns washed by addition of another 200 μL Zymo WashBuffer (with EtOH). Flow through was removed, columns spun dry by centrifugation at 14,000 × *g* for 1 min and DNA eluted by addition of 20 μL pre-warmed Sequencing TET (10 mM Tris–HCl (pH 8.0), 0.1 mM EDTA, 0.05% Tween 20). Libraries were sequenced.

### Western blotting

Cells were lysed with Igepal lysis buffer (50 mM Tris pH 8.0, 150 mM NaCl, 0.5% Igepal) and protein concentrations were determined with BioRad protein assay reagent using BSA as a standard. Proteins were separated on NuPage 4–12% Bis–Tris gradient gels (Invitrogen) and transferred onto a nitrocellulose membrane (Amersham). Membranes were blocked in TBS with 0.1% Tween-20 and 5% BSA. Membranes were blotted with the indicated primary overnight at 4 °C. Horseradish peroxidase-conjugated secondary antibodies were detected using ECL plus western blotting detection system (Amersham).

### Animals and cell culture

TGEMs were collected 3 days after injection from male 8-week C57Bl/6J, or BALB/cJ mice, and plated at 20 × 10^6^ cells per 15 cm Petri dish in DMEM plus 10% FBS and 1× penicillin–streptomycin. One day after plating, cells were supplemented with fresh media and treated with PBS (Veh) or 100 ng/mL KLA for 1 h, and then directly used for downstream analyses. iBMDM are produced by infection of BMDM with a retrovirus containing myc and Braf V600E^66^. The immortalized cells are then grown out over several weeks. All animal experiments were performed in compliance with the ethical standards set forth by University of California, San Diego Institutional Annual Care and Use Committee (IUCAC).

### Lentivirus production

pLentiguide was modified to contain a U6-bsmbi-spgRNA scaffold and a CMV promoter driving tagBFP2. 2 CRISPR guides were inserted for each target via PCR amplification with the H1 promoter (bsmbi site/guide1/scaffold/H1 promoter/guide 2/bsmb1 site) for a total of 2 guides per virus (U6 and H1 driven) (Supplementary Table 4). Virus was made with pVSVg/ppAX2 system. Two days post transfection, media was collected and centrifuged at 4 °C for 2 h at 20,000 × *g*. Cell pellet was reconstituted overnight at 4 °C in OPTI-MEM and stored at −80 °C.

### Production of CRISPR KO iBMDMs

KO iBMDMs were produced using lentiviral infection. iBMDM-CAS9-IRES-EGFP were infected with MOI 100, as measured on 293T cells, with Lentiblast (OZ biosciences) (5 μL each reagent) in OPTI-MEM. This was then centrifuged at 1300*g* for 1 h at room temperature. Media was then removed and cells were supplemented in bone marrow media (30% L-cell, 20% FBS, 1% penicillin/streptomycin in DMEM) for 2 days. Cells were then sorted for infection by expression of a transgene on the viral sequence (tagBFP2).

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

### Code availability

All algorithms relating to training and testing our model, TBA, has been implemented using Python. Source code and executable files are available at: https://github.com/jenhantao/tba.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Peer Review File

Reporting Summary

Source Data

## Data Availability

Data generated for this study has been deposited to the NCBI Gene Expression Omnibus (GEO) under the accession number GSE111856. Previously published data was downloaded from GEO (accession number GSE46494) and the ENCODE data portal (https://www.encodeproject.org). A reporting summary for this Article is available as a Supplementary Information file. The individual data points underlying all figures and tables that report average values as well as uncropped versions of gels and blots are available as Source Data file.

# Supplementary material for: Diverse motif ensembles specify non-redundant DNA binding activities of AP-1 family members in macrophages
**Source:** Nat Commun. 2019 Jan 24;10:414. doi: 10.1038/s41467-018-08236-0
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Source Data

How the deposited data were processed for this re-analysis (not part of the article)

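The data are ChIP-seq peak lists from TGEMs, 30 lists for 34 samples, since the 4 input samples have no list in the files analysed here. They cover ATF3, Jun, JunD, Fos, FosL2 and JunB in C57BL/6J with Veh and KLA, the same monomers except FosL2 in BALB/cJ, ATF3, Jun and JunD in PPARγ knockout TGEMs with Veh, PPARγ with Veh, and PU.1 and CEBPα with both treatments. Conditions were taken from the sample labels. The authors mapped reads with Bowtie2 to mm10 or to a custom BALB/cJ genome with positions shifted back to mm10, called peaks with HOMER against input, and used the IDR over replicate experiments to remove peaks with an IDR of 0.05 or more. Each condition has 1 list.

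Each peak has a count in the deposited lists, a whole number that the authors did not scale to library size, and how the counts of replicate experiments were combined is not stated in the paper's methods. The score that the authors deposited with each peak is the scaled IDR, between 540 and 1000, and it reaches 1000 for many peaks. Peaks were therefore ranked by count within a list, and counts were compared between lists only in the alternative with a common threshold. The counts of a list summed to between 9196 and 10395306 over the 12 AP-1 lists of C57BL/6J, to between 387471 and 3569846 over 8 of the 10 lists of BALB/cJ, and to between 88033 and 1127079 over the 3 knockout lists. The BALB/cJ list of Fos in Veh was empty and that of JunB in Veh held 9 peaks. The paper's Source Data give totals for 18 libraries, from 4800323 to 72488269 tags with a median of 15988632.

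Scripts in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9 computed every value. Peaks that overlapped by at least 1 bp were joined into loci. Motifs were searched on both strands as exact consensus sequences in the central 200 bp of a peak or locus on GRCm38, and genes and TSSs were those of GENCODE. The full PPARγ motif was allowed up to 2 mismatches. Background windows were drawn from the same genome and matched on GC content in bins of 2 percentage points. They lay outside AP-1 peaks and held no unknown bases, but were not screened for repeats or mappability. Sequence models were logistic regressions with an L2 penalty (inverse penalty 0.01) on the presence of each 6-mer, with at most 8000 peaks per set, seed 1 and 5 folds that held out whole chromosomes. Where a single motif was compared with these models, its score was the highest number of consensus positions matched at any site of the sequence.

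Named loci followed a fixed rule: each locus that the paper names for ChIP-seq in TGEMs, and the 3 peaks with the highest count among ATF3-only, Jun-only and JunD-only Veh peaks and among PPARγ-bound Jun peaks lost in the knockout. Genes were searched with 5 kb on each side.

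Lists were compared by counts of loci and by percentages with 95% Wilson intervals. Fisher's exact test was used for shares of peaks, the chi-square test for 3 shares, the exact binomial test for loci with either a TRE or a CRE, and the Mantel-Haenszel odds ratio within bins of 10% of the wild-type peaks by count. Woolf's chi-square test compared odds ratios between strains. Correlations over lists were tested over every pairing, and tags of the Source Data with 100000 permutations. The Benjamini-Hochberg adjustment was applied within each family of tests. A p smaller than 1e-300 was written as 1e-300. Because replicates are combined in each list, peaks are the unit of every test and the p-values do not measure variation between mice or experiments.

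The overlap calls, the motif search, the odds ratios and the models were tested on simulated data. Overlaps equalled those of a direct search in 100% of cases, and a planted motif gave an auROC of 0.998. Shuffled labels gave a mean of 0.501 (SD 0.020). An odds ratio simulated as 2 was recovered within strata as 1.95. In separate runs simulated without an effect, Woolf's 95% intervals of the odds ratio included the value of no effect in 94% of cases. Their coverage under a real effect was not tested.

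The alternatives were centres within 100 bp or 50% reciprocal overlap in place of 1 bp, the strongest 50% of each list, lists of equal length, a common count threshold of 54, the central 100 bp, other motif definitions, 5-mers, masked sequences, windows unmatched on GC content, sets of unique loci matched on GC content, and loci outside genes and at least 3 kb from a TSS. RNA-seq, GRO-seq, western blots, chimeric proteins and cell lines were left out because no such files were among those analysed. Sequence variants between the strains were left out, and the paper's own model and motif library were not available to rerun.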

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

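The effect of KLA on motifs differed between C57BL/6J and BALB/cJ. Each odds ratio of a motif at KLA-gained against KLA-lost loci in C57BL/6J was divided by that in BALB/cJ, and 15 of 21 motif and monomer pairs were flagged by Woolf's chi-square test of homogeneity, with adjusted p from 2.03e-30 to 0.0226. The test takes peaks as the unit, so these p-values leave out variation between experiments. For ATF3 the ratio was 2.19 for IRF, 1.56 for NFAT, 0.569 for the E-box, 1.39 for the TRE and 1.38 for CEBP. For Jun it was 1.46 for NFκB, 1.44 for NFAT, 0.654 for the E-box and 1.63 for the TRE. For JunD it was 1.55 for NFκB, 2.02 for IRF, 1.70 for NFAT, 0.508 for the E-box, 2.06 for the TRE and 1.37 for CEBP. In BALB/cJ some of the odds ratios were near 1. At Jun loci they were 0.99 for the TRE, 1.15 for NFAT and 0.87 for the E-box (Fisher's exact p = 0.821, 0.118 and 0.096). NFAT at ATF3 loci gave 1.13 and CEBP at JunD loci 0.91 (exact p = 0.151 and 0.061). The other flagged pairs had an exact p of 0.0116 or less in BALB/cJ. The numbers of gained and lost loci differed as well. The ratio of gained to lost ATF3 loci was 4.11 in C57BL/6J and 5.70 in BALB/cJ, an odds ratio of 0.721. For Jun the ratios were 1.29 and 1.07 (odds ratio 1.21) and for JunD 3.75 and 1.48 (odds ratio 2.53).

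A candidate explanation is that the Veh and KLA lists are not equally long or sensitive in the 2 strains. With the 4 lists of each monomer cut to equal length, a comparison added after the values above were seen, 12 of the 15 flagged pairs stayed past Woolf's chi-square test in the same direction, and 10 of the 15 ratios moved nearer to 1. The TRE and CEBP at ATF3 loci and NFκB at JunD loci did not stay past it. The prediction, written before this count was seen, was that at least 80% of the pairs would stay if list length was not the cause, and 12 is exactly that share. List length alone thus leaves most of the flagged motif differences in place. An earlier test with a prediction written before its result was the share of loci kept in both treatments at equal peak numbers, predicted to differ by no more than 5 percentage points. The share in C57BL/6J minus that in BALB/cJ was 4.28 points for ATF3, 7.25 points for Jun and -1.81 points for JunD. This share is neither the motif odds ratio nor the ratio of gained to lost loci, which equal lists bring to about 1 by construction, so it decides nothing about either. Sensitivity that differs between lists of equal length, batches, antibody lots and strain variants at the peaks were not tested, and a difference between strains cannot be told apart from those.

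JunB had 463 peaks in Veh, a set flagged because the paper does not analyse it. The authors called peaks against input, and the smallest count of a JunB peak in Veh was 14. The lowest scaled IDR score of these peaks was 928, against 540 for JunB peaks in KLA, so the 2 lists may not have been cut alike. If these peaks came from open promoters, they would lie nearer to TSSs and hold fewer TREs than JunB peaks in KLA, a prediction written before the test. The odds ratio of lying within 1 kb of a TSS was 1.21 (95% CI 0.92 to 1.62, Fisher's exact p = 0.208), and the odds ratio of holding a TRE was 0.636 (0.52 to 0.78, exact p = 7.07e-06). Only the TRE part went as predicted, so the prediction as a whole does not decide. Of the 463 peaks, 11.9% (9.2 to 15.1) lay within 1 kb of a TSS, which argues against open promoters for most of them. A TRE was present in 30.7% of 462 peaks, against 28.4% to 32.3% of ATF3, Jun and JunD peaks in Veh. Open chromatin away from promoters was not tested and cannot be told apart from JunB binding. An antibody that binds another family member was not tested, although 338 of the 463 peaks lay at ATF3, Jun or JunD peaks in Veh.

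Jun peaks without a PPARγ peak, flagged because the paper gives no number for their loss, were lost in the knockout more often than peaks with PPARγ (91.2% against 71.4%). Technical explanations were tested with predictions written before each test. A knockout Jun list that detects fewer peaks at all sites predicted that PPARγ-bound peaks are lost no more often than unbound peaks of similar strength, and the Mantel-Haenszel odds ratio within bins of wild-type count was 0.544. It was also below 1 for ATF3 (0.606), whose knockout list is the longer of the 2, and for JunD (0.515), so an odds ratio below 1 does not single out a less sensitive Jun list. The test leaves this explanation neither shown nor excluded, and the counts do not allow depth to be removed. A fall of weak peaks below the IDR threshold predicted that fewer than 20% of the strongest 10% of peaks would be lost, but 27.9% were. Loss still rose to 98.7% in the weakest 10%, so the missed limit does not exclude this explanation for weaker peaks. Closure of the loci predicted that most would lose ATF3 and JunD too. Of the loci with all 3 monomers that lost Jun, however, ATF3 or JunD kept a peak at 90.8% and both at 50.8%. At those without a PPARγ peak the shares were 84.5% and 35.4%, so most of these lost ATF3, JunD or both. The values argue against loss of both at most loci and leave partial loss open.

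Variation between Jun experiments was tested against BALB/cJ, with a prediction written only after the knockout result was seen. Of C57BL/6J Jun peaks, 51.4% had no BALB/cJ Jun peak, less than the 78.2% without a knockout peak. The BALB/cJ list is longer, however. A version chosen after seeing the data cut it to the 4290 peaks of the knockout list, and 75.0% (95% CI 74.3 to 75.7) of C57BL/6J peaks then had no counterpart, still below the knockout value. A list of 4290 peaks that each matched a different peak would leave 72.4% uncovered, so this comparison has little room, and most of the share lost follows from the length of the knockout list, which may itself be an effect of the knockout. Of the knockout Jun peaks 79.0% lay at a C57BL/6J Jun peak, against 90.5% of the 4290 BALB/cJ peaks. A biological effect of PPARγ on Jun cannot be told apart here from a knockout Jun experiment of lower sensitivity or of different processing.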

How the results depend on the processing

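Before the processed files arrived, the comparisons, the main settings and most alternatives were fixed; those added later are named as such. Of 227 results, 226 have an alternative, with 423 alternative values in all, and 137 results were unchanged under every alternative. A result with a test counts as unchanged when its direction and the side of its test's threshold stay the same, whatever its size. A share or auROC counts as unchanged within its 95% CI or 1 SD over folds, and a count within 1.5 times. The unchanged ones include the direction of the excess of TREs over CREs in each Venn subset, the NFκB odds ratio at KLA-gained against KLA-lost loci, the odds ratios of loss in the PPARγ knockout, the auROC of the TRE alone, and the differences of the PU.1 and CEBP shares between unique loci. Some of these changed much in size. The NFκB odds ratio went from 8.93 to 38.7 for ATF3 and from 8.90 to 42.0 for JunD with GGGRATTYCC. The odds ratio of loss for Jun against ATF3 went from 12.9 to 4.36 with equal peak numbers and to 34.7 within bins of wild-type count. With 1 mismatch allowed, the range of the CEBP share went from 7.52 to 30.6 points. Among headline results, 106 values moved, 8 were weaker and 3 stronger, and none reversed (0). Among the other results, 30 values moved, 3 were weaker, 2 stronger and 2 reversed.

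A common count threshold of 54 left 12337 ATF3, 1295 Jun, 8799 JunD, 98 Fos, 95 FosL2 and 0 JunB peaks in Veh, and 2418 Jun, 11342 Fos, 4426 FosL2 and 2831 JunB peaks in KLA. Counts are not scaled, so such a threshold takes no account of how lists differ in depth or enrichment.

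The strongest 50% of each list left 23648 loci in the union, 5909 with ATF3, Jun and JunD in Veh, 5019 with 1 monomer only and 8231 without all 3. Lost, gained and kept loci numbered 2079, 8868 and 9498 for ATF3, 2992, 3958 and 4779 for Jun, and 2228, 8215 and 7597 for JunD. Unique peaks made up 29.3% of ATF3, 11.4% of Jun and 17.2% of JunD peaks at the strongest 20%, and 25.2%, 8.9% and 14.3% at the strongest 50%. At the strongest 10% with the other lists kept whole they were 1.4%, 0.13% and 0.10%, since a strong peak then needs only a weak partner.

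Lists of equal length gave 7809 lost and 7805 gained loci for ATF3, and 7743 of each for JunD, where equal lists make the 2 numbers nearly equal by construction. Loci outside genes and at least 3 kb from a TSS gave 1037 lost, 4851 gained and 5166 kept for ATF3, 1684, 2319 and 2628 for Jun, and 923, 4442 and 4130 for JunD, because most loci lie in or near genes.

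The share of C57BL/6J peaks with a BALB/cJ peak fell with centres within 100 bp and rose with the strongest 50%, in this order: 61.4% and 70.5% for ATF3 in Veh, 74.7% and 81.1% for ATF3 in KLA, 46.5% and 56.2% for Jun in Veh, 44.1% and 53.2% for Jun in KLA, 73.1% and 87.9% for JunD in Veh, 72.5% and 82.1% for JunD in KLA, 87.3% and 93.3% for Fos in KLA, and 76.0% and 86.9% for JunB in KLA. Lists of equal length gave 70.0% for ATF3 in Veh, 61.9% and 59.3% for Jun and 70.8% and 73.1% for JunD in Veh and KLA, and 77.8% for Fos and 67.2% for JunB in KLA. The direction there follows which strain has the longer list.

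Overlap of Veh peaks with PU.1 was 49.9% for ATF3, 53.0% for Jun and 57.7% for JunD with centres within 100 bp, and 43.2%, 48.8% and 51.2% with the strongest 50%. For CEBPα it was 35.7%, 35.6% and 33.0%, and 33.8%, 34.1% and 32.5%. The limit on centres drops partners that overlap only at the edges, and weak partners are cut from a shorter list.

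In the central 100 bp the range of the Tfec/Mitf share between unique loci narrowed to 0.945 points and that of AP-1:IRF to 0.288 points, and centres within 100 bp gave 0.435 points for AP-1:IRF, all no longer past the test. With 1 mismatch allowed, the Runx range was 5.30 points and that of AP-1:NFAT 1.76 points, both now past it, and Tfec/Mitf at 1.57 points was not. The odds ratio of AGGTCA at PPARγ-bound Jun-lost against unbound Jun peaks weakened to 1.05 in the central 100 bp, while it was 1.21 with centres within 100 bp, 1.24 with RGGTCA and 1.80 with the full motif. With the 3 sets of unique loci matched on GC content, an alternative chosen after seeing the data, the ranges of Sp1 at 1.54 points, Tfec/Mitf at 0.473 points and AP-1:IRF at 0.296 points were no longer past the test, and that of Runx at 3.08 points now was. JunD-only loci have the highest GC content, and matching removes what base composition adds to such differences. A narrower window or looser consensus changes how many matches are chance.

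The auROC of the 6-mer models was 0.904 for ATF3, 0.899 for Jun and 0.905 for JunD with 5-mers, 0.870, 0.856 and 0.870 with TGAS masked, and 0.958, 0.948 and 0.964 without GC matching, which lets base composition add to the separation. For KLA-gained against KLA-lost loci, 5-mers gave 0.802, 0.699 and 0.808, and centres within 100 bp gave 0.819 for ATF3 and 0.719 for Jun. Across strains, 5-mers gave 0.901 within C57BL/6J, 0.900 from C57BL/6J to BALB/cJ, 0.900 from BALB/cJ to C57BL/6J and 0.902 within BALB/cJ for ATF3. The values in the same order were 0.897, 0.915, 0.897 and 0.917 for Jun, and 0.901, 0.875, 0.898 and 0.877 for JunD. Shorter words hold less of each motif.

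Reversals were 2. The NFAT odds ratio at ATF3 peaks in KLA against windows went from 1.06 to 0.998 in the central 100 bp, an alternative chosen after seeing the data. The CEBP odds ratio at KLA-gained against KLA-lost JunD loci went from 1.25 to 0.919 with the strongest 50%.

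Depth may limit the short lists most, which was not tested. The 1804 Fos and 463 JunB peaks in Veh and the 4290 Jun peaks in the knockout come from lists whose depth is unknown, and a missing peak there does not show that binding is absent. All the alternatives planned were run, with the count used where a score was named. The empty BALB/cJ Fos list in Veh gives no alternative value.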

Differences from the paper's values

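Of 56 values compared with the paper, 35 lay within 1.5 times the paper's and 21 did not. For loci lost, kept and gained after KLA, ATF3 had 4369, 18782 and 17946 against the paper's 1447, 7460 and 6997. Jun had 6571, 8970 and 8496 against the paper's 2390, 3751 and 3401, and JunD had 4362, 15279 and 16342 against the paper's 1351, 5976 and 6422. Restricting the loci to those outside genes and at least 3 kb from a TSS, planned before the files arrived, brought all 9 within 1.5 times: 1037, 5166 and 4851 for ATF3, 1684, 2628 and 2319 for Jun, and 923, 4130 and 4442 for JunD. The strongest 50% of each list did so for all except the lost JunD loci, with 2079, 9498 and 8868 for ATF3, 2992, 4779 and 3958 for Jun, and 2228, 7597 and 8215 for JunD. Equal peak numbers did so only for the gained loci of ATF3 (7805) and JunD (7743), and centres within 100 bp for none.

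Composites of AP-1 and IRF were found at 0.472% of ATF3-only, 1.01% of Jun-only and 0.522% of JunD-only loci against the paper's 5%, and composites of AP-1 and NFAT at 0.337%, 0.550% and 0.215% against the paper's 3%. With 1 mismatch allowed, AP-1:IRF reached 7.05% for ATF3 and 5.22% for JunD and AP-1:NFAT 3.74% and 3.01%, within 1.5 times the paper's, while Jun with 8.80% and 4.77% stayed outside. The central 100 bp and centres within 100 bp closed none of these gaps.

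The CRE share was 5.99% at ATF3-only loci against the paper's about 13% in Fig. 2d, read by eye, 6.42% at Jun-only loci against about 14% and 4.09% at JunD-only loci against about 10%. The TRE share was 19.9% at Jun-only loci against the paper's about 34% in Fig. 2d, read by eye, and 14.4% at JunD-only loci against about 32%. None of the alternatives set before the files arrived closed these gaps. At loci with Jun and JunD the CRE share was 6.09% against the paper's about 4% in Fig. 2d, read by eye. The central 100 bp gave 4.46%, within 1.5 times, while the CRE as TGACGTCA (1.72%) and centres within 100 bp (6.60%) did not.

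Some statements also differ. The paper describes JunB as without ChIP-seq signal in Veh, and the JunB list in Veh held 463 peaks. The paper describes its larger group of Veh sites as those not shared by all 3 monomers. Loci without all 3 numbered 18994 here, and loci with 1 monomer only numbered 11370. The paper describes ATF3 and JunD as little changed in the PPARγ knockout, from binding strength at wild-type sites. By presence in a list, another measure, 21.8% of ATF3 and 46.5% of JunD peaks had no knockout peak. At loci with a PPARγ peak the counts were close to Fig. 7, read by eye. JunD lost 5258 and kept 8354 against the paper's about 5100 and 8100. ATF3 lost 2078 and kept 11934 against about 1900 and 12000. The paper finds no significant differences of motifs between unique peaks, and here the CEBP share ranged over 7.52 points and the PU.1 share over 5.00 points between the sets. With the sets matched on GC content, chosen after seeing the values, these ranges were 4.67 and 8.57 points. The paper reports a negative relation of the full PPARγ motif with ATF3 and JunD binding in its model, and against windows matched on GC content its odds ratio was 1.40 and 1.45.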

Other observations

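Local sequence separated the loci unique to each monomer, a test the paper does not report. The hypothesis, with its prediction written before the test, was that 6-mers tell the sets apart. The auROC on held-out chromosomes was 0.714 (SD 0.019 over folds) for ATF3-only against Jun-only loci, 0.811 (SD 0.010) for ATF3-only against JunD-only and 0.729 (SD 0.010) for Jun-only against JunD-only. GC content alone gave 0.500, 0.269 and 0.290, where a value below 0.5 means a higher GC content in the JunD-only set. With the sets matched on GC content, the auROC was 0.694 (SD 0.025), 0.724 (SD 0.014) and 0.613 (SD 0.011). GC content thus does not explain all of the separation. Matching also made the sets smaller, for ATF3-only against JunD-only from 5930 and 3255 to 2702 loci each. No control of equal set size was run, so how much of the fall is due to GC content is not known. In 100 shuffles of the labels the mean auROC was 0.498, 0.500 and 0.501 and the highest 0.538, 0.543 and 0.534, and the permutation p of 0.0099 for each pair is the smallest that 100 shuffles can give. The shuffles were raised from 1 to 100 after the first gave 0.543 for ATF3-only against JunD-only. Sequence near the unique loci may therefore carry information on the monomer, which remains a hypothesis, since each set comes from lists of a single condition (no replicates) and antibody or batch was not separated from monomer.

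The number of peaks in a list may follow library size. Over the 9 lists with totals in the paper's Source Data, peak number and mean tags had a Spearman rho of 0.483 (exact permutation p = 0.194, adjusted p = 0.194) and a Pearson r of 0.500 (exact permutation p = 0.179, adjusted p = 0.194). Without the 2 lists farthest from the median total, r was 0.069 (exact permutation p = 0.878). Within the 6 KLA lists rho was 0.771 (exact permutation p = 0.103) and r 0.540 (exact permutation p = 0.278), and the 3 Veh lists were too few. With this many lists an effect of library size on peak number can be neither seen nor excluded.

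A peak unique to a monomer could be a site that all 3 monomers bind, of which only 1 passed the threshold. The prediction, written before the test, was that the monomer's tags relative to the others' in the Source Data would then be no higher at its unique loci than at loci with all 3 peaks. Of the 975 loci there, 53 had all 3 peaks. The median log2 ratio was higher by 0.585 at 19 ATF3-only loci (one-sided permutation p = 0.0015, adjusted p = 0.00225) and by 0.775 at 8 Jun-only loci (one-sided permutation p = 0.00058, adjusted p = 0.00174), and by 0.216 at 9 JunD-only loci (one-sided permutation p = 0.107). Thresholding alone thus remains an explanation for JunD-only loci. For the others the test is partly circular, since the same experiments gave both the peaks and the tags.

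Fos peaks in Veh lay within 1 kb of a TSS in 55.4% of 1804 cases, against 12.1% of 24365 peaks in KLA (odds ratio 9.01, 95% CI 8.15 to 9.96). For FosL2 the shares were 19.8% and 12.1% (odds ratio 1.79, 1.64 to 1.96, Fisher's exact p = 7.95e-37). In BALB/cJ the Veh lists held 0 Fos and 9 JunB peaks, and none of the C57BL/6J Veh peaks of these monomers overlapped them.

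At equal list lengths, 29.9% of C57BL/6J ATF3 peaks had no knockout peak and 37.0% had no BALB/cJ peak, while for JunD the shares were 46.5% and 29.5%. Of the Jun peaks lost in the knockout, 60.3% also had no BALB/cJ Jun peak.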
